# Unique molecular signature in mucolipidosis type IV microglia

**DOI:** 10.1186/s12974-019-1672-4

**Published:** 2019-12-28

**Authors:** Antony Cougnoux, Rebecca A. Drummond, Mason Fellmeth, Fatemeh Navid, Amanda L. Collar, James Iben, Ashok B. Kulkarni, James Pickel, Raphael Schiffmann, Christopher A. Wassif, Niamh X. Cawley, Michail S. Lionakis, Forbes D. Porter

**Keywords:** Mucolipidosis type IV, Fabry disease, Microglia, CCL5, Neuroinflammation, Lysosomal disease

## Abstract

**Background:**

Lysosomal storage diseases (LSD) are a large family of inherited disorders characterized by abnormal endolysosomal accumulation of cellular material due to catabolic enzyme and transporter deficiencies. Depending on the affected metabolic pathway, LSD manifest with somatic or central nervous system (CNS) signs and symptoms. Neuroinflammation is a hallmark feature of LSD with CNS involvement such as mucolipidosis type IV, but not of others like Fabry disease.

**Methods:**

We investigated the properties of microglia from LSD with and without major CNS involvement in 2-month-old mucolipidosis type IV (*Mcoln1*^−/−^) and Fabry disease (*Gla*^*y*/−^) mice, respectively, by using a combination of flow cytometric, RNA sequencing, biochemical, in vitro and immunofluorescence analyses.

**Results:**

We characterized microglia activation and transcriptome from mucolipidosis type IV and Fabry disease mice to determine if impaired lysosomal function is sufficient to prime these brain-resident immune cells. Consistent with the neurological pathology observed in mucolipidosis type IV, *Mcoln1*^−/−^ microglia demonstrated an activation profile with a mixed neuroprotective/neurotoxic expression pattern similar to the one we previously observed in Niemann-Pick disease, type C1, another LSD with significant CNS involvement. In contrast, the Fabry disease microglia transcriptome revealed minimal alterations, consistent with the relative lack of CNS symptoms in this disease. The changes observed in *Mcoln1*^−/−^ microglia showed significant overlap with alterations previously reported for other common neuroinflammatory disorders including Alzheimer’s, Parkinson’s, and Huntington’s diseases. Indeed, our comparison of microglia transcriptomes from Alzheimer’s disease, amyotrophic lateral sclerosis, Niemann-Pick disease, type C1 and mucolipidosis type IV mouse models showed an enrichment in “disease-associated microglia” pattern among these diseases.

**Conclusions:**

The similarities in microglial transcriptomes and features of neuroinflammation and microglial activation in rare monogenic disorders where the primary metabolic disturbance is known may provide novel insights into the immunopathogenesis of other more common neuroinflammatory disorders.

**Trial registration:**

ClinicalTrials.gov, NCT01067742, registered on February 12, 2010

## Background

Microglia are the resident myeloid cell population of the central nervous system (CNS) and are involved in the homeostasis and immune protection of the brain [1]. They arise from progenitors in the embryonic yolk sac, migrate into the brain during development, and persist there throughout life [2]. Microglia are involved in healthy neuronal dendritic pruning during brain development and in the removal of apoptotic neurons [2, 3]. Under normal conditions, microglia maintain a highly ramified state, which can change under pathological conditions to an activated state with an amoeboid shape associated with a high phagocytic activity [3]. This switch to an activated phenotype has been observed during the progression of several neurodegenerative diseases [4–8]. Microglial activation can be triggered by signals arising from the death of either surrounding glial or neuronal cells, in response to an infection or exposure to inflammatory cytokines [1, 6].

Neuroinflammation is found in many inherited metabolic disorders and neurodegenerative diseases and has also been described in autism spectrum disorder [4, 5, 9–15]. In many of these conditions, lysosomal pathways become dysfunctional, which suggests that these pathways may be integral to the pathological neuroinflammation or neurodegeneration [11, 15, 16]. Only lysosomal storage diseases with neurodegeneration are associated with activated microglia (microgliosis) and dysregulated microglia function, which is not described in some other diseases associated with lysosomal dysfunction [5, 17, 18]. To understand the relationship between microglia activation and lysosomal dysfunction, we characterized microglia from two non-overlapping lysosomal storage diseases: Fabry disease (FD) [19] and the early stages of mucolipidosis type IV (MLIV) prior to the onset of neurodegeneration [17, 20, 21].

FD is an X-linked disorder caused by deficiency in the lysosomal enzyme α-galactosidase A [19]. Clinical manifestations in FD patients include renal failure, premature myocardial infarction, and stroke [22]. A mouse model of FD, *Gla*^*−/−*^, displays globotriaosylceramide accumulation in the lysosome; however, no significant neuropathology related to neuronal or glial cells dysfunction has been reported in these mice. In the present work, the FD mouse is used as a model for a lysosomal storage disease with minimal neurodegeneration [19]. In contrast, other lysosomal storage diseases such as MLIV, neuronopathic Gaucher and Niemann-Pick disease, type C1 and NPC1 and NPC2, and cerebroid neuronal lipofuscinosis 3 (CLN3) exhibit significant neuroinflammation and neurodegeneration [5, 23, 24].

MLIV is an autosomal recessive disorder caused by mutations in the *MCOLN1* gene encoding the calcium transporter TRPML1 [20, 21, 25, 26]. Clinical manifestations in MLIV patients include cognitive impairment, delayed motor function, and ophthalmologic abnormalities that are accurately recapitulated in the *Mcoln1*^−/−^ murine model [20, 21, 27]. This model is characterized by early gliosis that decreases with disease progression accompanied by a progressive loss of motor function in the later stages of the disease [17, 20, 28]. Although there are no current medical therapies for patients with MLIV, bone marrow transplantation and N-butyl-deoxynojirimycin (miglustat) have been shown to delay the pathologic progression in the mouse model of MLIV [28, 29].

Herein, we analyzed microglia from FD and MLIV mice and compared the mRNA expression profiles, from 2-month-old animals, with previously published microglia transcriptomes. Our results, as anticipated, show minor changes in the FD mice microglia compared to control microglia, with only the NOD-like signaling pathway altered. In contrast, microglia isolated from 2-month-old MLIV mice display an altered expression pattern similar to other neurodegenerative diseases.

## Materials and methods

### Mouse models

All mouse experiments were approved by the NICHD Animal Care and Use Committee. BALB/c-*Npc1*^+/−^ and BALB/c-*Npc2*^+/−^ mice were obtained from The Jackson Laboratory (Bar Harbor, ME). C57BL6-*Cln3*^+/−^ mice were obtained from Dr. Steven Walkley with permission provided by Dr. Susan Cotman. Fabry (C57BL6-*Gla*^y/−^) mice were provided by Dr. Ashok Kulkarni [19]; mucolipidosis type IV (C57BL6-*Mcoln1*^−*/*−^) mice were obtained from Dr. James Pickel (20); and Pompe (C57BL6-*Gaa*^−/−^) mice were obtained from Dr. Nina Raben [30]. Both the *Gla* and *Gaa* mutations were maintained as homozygotes, whereas *Cln3*, *Mcoln1*, *Npc1*, and *Npc2* were maintained as heterozygotes and intercrossed to obtain mutant and control littermates. The age of each group of animals and matched controls is specified in the corresponding figures or figure legends. Sera from 2-hydroxy-propyl-β-cyclodextrin (HPβCD)-treated animals were collected in a previous study [24].

### Human biospecimens

Serum samples were obtained from MLIV patients as part of natural history studies conducted at the NIH Clinical Center (NCT01067742). The MLIV study was approved by the NINDS Institutional Review Board. Informed consent was obtained from guardians or participants. Assent was obtained when applicable. The study was conducted in accordance with the Declaration of Helsinki.

### Microglia isolation and flow cytometry analyses

Microglia were isolated and analyzed as previously described [24, 31, 32]. Mice were euthanized using CO_2_, before cardiac perfusion with 25 mL of ice-cold PBS. Brains were removed without the spinal cord and suspended and triturated in ice-cold FACS Buffer (PBS containing 0.5% BSA (Sigma-Aldrich, St. Louis, MO, USA)) using a syringe plunger. Microglia were separated from neurons using a discontinuous Percoll gradient 30–70% (GE healthcare, Chicago, IL, USA). Microglia at the 70% interphase were collected, washed twice in FACS Buffer, and stained with fixable LIVE/DEAD fluorescent or pacific blue dye (UV-blue L-23105 or Violet L-34955, Thermo Fisher Scientific, Waltham, MA, USA)) for 10 min (1:500) in PBS at 4 °C and then incubated with rat anti-mouse CD16/32 (2.4G2; BD Biosciences, San Jose, CA, USA) for 10 min (1:100) in FACS buffer at 4 °C to block Fc receptors. For the staining of surface antigens, cells were incubated with fluorochrome-conjugated (FITC, PE, PE-Cy7, allophycocyanin [APC], APC-Cy7, APC-eFluor 780, Alexa Fluor 700, eFluor 450, eFluor 605 NC, or PerCP-Cy5.5) antibodies against mouse CD45 ((Ly-5), Biolegend, San Diego, CA, USA), F4/80 ((BM8), San Diego, CA, USA), CD11b ((M1/70), San Diego, CA, USA ), MHCII (M5/114.15.2), and CX_3_CR1 (FAB5825P, R&D System, Minneapolis, MN, USA). After three washes with FACS buffer, stained cells were fixed using 2% paraformaldehyde prior to analysis. Stained samples were analyzed using an LSR Fortessa (BD) and the data analyzed using FlowJo software (TreeStar, Ashland, OR, USA). Only single cells were analyzed; cell numbers were quantified using PE-conjugated fluorescent counting beads (Spherotech, Lake Forest, IL, USA). Additional file 1: Figure S1a shows the gating strategy used and Additional file 1: Figure S1b the indirect evaluation of cell purity based on the presence of non-microglial cell markers.

### RNA extraction and sequencing

CX_3_CR1^+^, CD45^+^, and CD11b^+^ triple-positive live cells were sorted using a FACS Aria 3 (BD) from four 2-month-old mice per condition. Cells were collected in 200 μL of FACS buffer, centrifuged at 1000×*g* for 10 min at 4 °C and the cell pellet was frozen in 700 μL TRIzol. The samples were thawed at room temperature, and 200 μL Chloroform (Sigma) was added and mixed for 15 s. The aqueous phase, after 15 min of centrifugation at 12,000×*g* at 4 °C, was mixed with anhydrous ethanol. The solution was loaded onto RNeasy micro plus columns (Qiagen, Hilden, Germany) and the total RNA was purified according to the manufacturer’s protocol. The concentration and quality of the eluted RNA was evaluated using qubit and PicoChip Bioanalyzer. RNA-Seq libraries were constructed using SMARTer Stranded Total RNA-Seq Kit - Pico Input Mammalian (Takara Bio USA, Inc. Mountain View, USA). In brief, 2 ng of total RNA from each sample was fragmented and reverse-transcribed to cDNA, and then adapters for Illumina sequencing (Illumina, San Diego, CA, USA) (with specific barcodes) were added through PCR. The PCR products were purified, and then ribosomal cDNA was depleted using probes specific to mammalian rRNA. The cDNA fragments were further amplified with primers universal to all libraries. These libraries were pooled together and sequenced using the Illumina HiSeq 2500 to generate approximately 40 million 2 × 100 paired-end reads for each sample. The raw data was demultiplexed and analyzed further. Sequence alignment was performed using RNA-STAR [33], quantitation was performed with subread featureCounts [34], and comparisons of expression was performed with DESeq2 [35]. The raw data is available under the GEO accession number GSE112895.

### Measurement of reactive oxidative stress

2′,7′-Dichlorofluorescin diacetate (DCFDA; Sigma-Aldrich, St. Louis, MO, USA) staining was performed according to the manufacturer’s instructions. In brief, 10,000 FACS-sorted microglia per well were seeded just after isolation and allowed to attach for 2 h to the bottom of fluorescence 96 well plates (Sigma-Aldrich, St. Louis, MO, USA). The wells were washed twice with 100 μL PBS and stained for 30 min with 20 μM DCFDA solution per well before reading with an automated plate reader with Ex/Em 488/520 nm (BMG Labtech, Ortenberg, Germany).

### Measurement of energy metabolism

Real-time measurements of extracellular acidification rates, a measure of lactate production, were performed on an XF96e Seahorse extracellular flux analyzer (Agilent Technology, Santa Clara, CA, USA) according to the manufacturer’s instructions. Measurement was performed on 10,000 FACS-sorted microglia.

### ELISA and western blots

Total protein was extracted from FACS-sorted microglia using radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris–HCl, pH 7.4, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 2 mM EDTA, 40 mM NaF, 0.2 mM Na_3_VO_4_) with complete protease inhibitor cocktail (Roche, Basel, Switzerland). Protein amounts were determined using the DC assay (Bio-Rad Laboratories, Hercules, USA). Protein lysates (typically 5–20 μg) were loaded onto a 4–12% gradient NuPAGE Gel, and electrophoresis was carried out at a constant 120 V. Protein transfer was performed using the iBLOT2 dry transfer setup (25 V, 12 min). Following transfer, nitrocellulose membranes were incubated in a 2% BSA and PBS 0.1% Tween 20 blocking buffer for 1 h at room temperature, followed by incubation with the primary antibody at 4 °C overnight. After the initial incubation, the membrane was rinsed and incubated with the appropriate secondary antibody for 1 h at room temperature. Membrane development was carried out using the Bio-Rad Chemiluminescence Detection Kit (Bio-Rad Laboratories). Primary antibodies used include ERK1/2 (1/1000, Cell Signaling Technology (CST), Denver, USA), Phospho-ERK1/2 (1/1000, CST), HIF1α (1/800, Sigma), iNOS (1/800, Sigma), β-tubulin (1/2000, Sigma), anti-mouse HRP, anti-goat HRP or anti-rabbit HRP (1/20,000, Sigma), CTSD (1/500, Santa Cruz Biotechnology, USA), GAPDH (1/2000, CST), DAP12 (1/1000, Thermo Fisher Scientific, Waltham, USA), and APOE (1/500, Biodesign, Saco, USA). ELISA anti-CCL5 human or mouse was performed according to the manufacturer’s instructions (Thermo Fisher Scientific). VTS-270-treated mouse sample was collected in a previous study [24].

### Immunofluorescence

Mice were euthanized by CO_2_ asphyxiation and transcardially perfused with PBS followed by ice-cold 4% paraformaldehyde in PBS, pH 7.4. The brains were postfixed in 4% paraformaldehyde solution for 24 h and then cryoprotected in 30% sucrose (Sigma-Aldrich, St. Louis, MO, USA). Cerebellar tissues were cryostat-sectioned parasagittally (20 μm) and floating sections were collected in PBS with 0.25% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA). Sections were incubated overnight at 4 °C with rabbit anti-IBA1 (1/200, Wako, Richmond, VA, USA), rat anti-CD68-PE (1/100, FA-11, Biolegend, San Diego, CA, USA), and chicken anti-GFAP (1/500, nbp1-05198, Novus, Centennial, CO, USA). Secondary antibodies prepared in goat and conjugated with Alexa-488, Alexa-594, or Alexa-647 and Hoechst3342 (1/1000 and 1/5000, respectively; Thermo Fisher Scientific, Waltham, MA, USA) were incubated for 1 h at room temperature. Images were taken using a Zeiss Axio Observer Z1 microscope fitted with an automated scanning stage, Colibri II LED illumination and Zeiss ZEN2 software using a high-res AxioCam MRm camera and a 20× objective. Each fluorophore channel was pseudo-colored in ZEN2, exported as CZI, and analyzed using ImageJ [36].

### Datasets, pathway, and statistical analysis

Published datasets used for comparison in our study include those from *App*, *Sod1*^*G93A*^, *Ercc1*, and aged mice [15] and Niemann-Pick type C1 [24]. Results are presented as mean ± SD unless otherwise specified. A Mann-Whitney *U* test was used to compare differences between groups. Differences were considered significant if the *p* value was *p < 0.05, **p < 0.01, and ***p < 0.001. Statistical calculations were performed using GraphPad Prism software version 5 (San Diego, USA). Heatmap and clustering were performed with Morpheus https://software.broadinstitute.org/morpheus/. Pathway analysis was performed using WebGSALT [37], g:Profiler [38], STRING [39], and ConsensusPathDB [40]. Default setting was used for all four web resources. A significant enrichment for a pathway was set at *p* < 0.05 and the fold difference cutoff was set at twofold change for up- and downregulated genes.

## Results

### Microglia phenotypes are lysosomal storage disease-specific and mirror the presence of corresponding neurological manifestations

*Mcoln1*^−/−^ mice exhibit early gliosis, which decreases over time without reaching control levels [17], unlike the aged-matched *Gla*^y/−^ mice that do not present with gliosis and do not exhibit neurological deficits at 2 months of age [24]. We previously showed that *Mcoln1*^−/−^ microglia had normal granularity and size at 4 months of age [24]. However, analysis of microglia and myeloid lineage markers (CX_3_CR1, CD11b (Fig. 1a)) and activation markers (CD86, MHCII (Fig. 1b)) showed significant changes in *Mcoln1*^−/−^ (MLIV) when compared to either littermate controls (WT) or *Gla*^y/−^ (FD) mice. Although with a decreasing trend between 2 and 8 months of age, CD86 surface expression was significantly elevated relative to control mice at all ages (Fig. 1a), supporting prior observations [17]. A time course analysis of CX_3_CR1 and CD11b surface expression showed significantly decreased levels at 2 months of age, with increases toward control levels between 2 and 8 months of age (Fig. 1a). Analysis of MHCII expression showed significantly increased expression only in 2-month-old *Mcoln1*^−/−^ animals with normalization thereafter. Analogous investigations, performed on brains from other LSD mouse models (Gaucher [41], Sandhoff [42], NPC1 [13], and NPC2 and CLN3 (unpublished data)) also displayed an altered morphology and surface marker expression levels on their microglia.

**Fig. 1:**
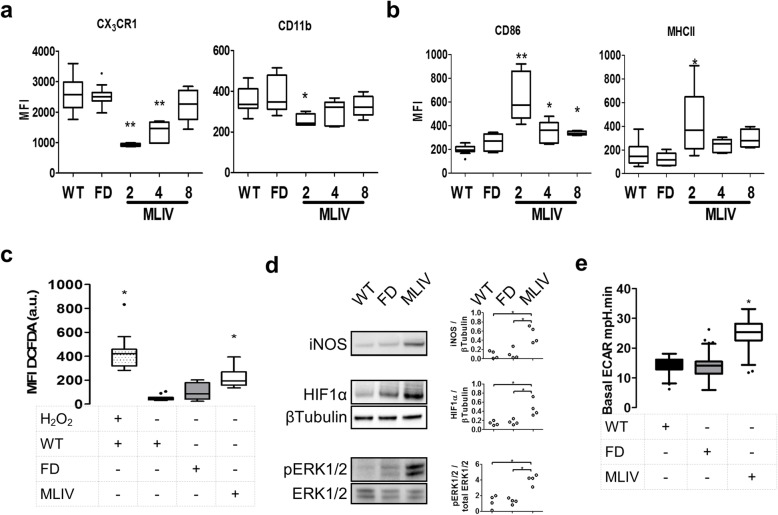
Analysis of the microglia in Fabry disease and mucolipidosis type IV mice. Mean fluorescence intensity (MFI) of the surface expression of microglial lineage markers **a** CX3CR1 and CD11b and microglial activation markers. *N* ≥ 5; *p < 0.05, **p < 0.01 Mann-Whitney *U* test vs. WT. **b** CD86 and MHCII. WT, control; FD, 2-month-old Fabry disease; MLIV, 2-, 4-, and 8-month-old mucolipidosis type IV. *N* ≥ 5; *p < 0.05, **p < 0.01 Mann-Whitney *U* test vs. WT. **c** DCFDA analysis of free radical production by 10,000 microglial cells. 1 μM H_2_O_2_ treatment was used as a positive control for free radical production. *N* = 5, *n* ≥ 3; *p < 0.05, **p < 0.01 Mann-Whitney *U* test vs. WT. **d** Western blot analysis iNOS, P-ERK1/2, ERK1/2, and HIF1α and β-tubulin on 100,000 microglia lysates. *N* = 4, *p < 0.05 Mann-Whitney *U* test. **e** Basal extracellular acidification rate (ECAR) in mpH.minutes^−1^ of unbuffered seahorse media by 10,000 cells. *N* = 5, *n* ≥ 3; *p < 0.05 Mann-Whitney *U* test vs. WT

We previously reported increased free radicals and a switch to glycolytic metabolism in activated NPC1 microglia [24]. Similar to what we observed in NPC1 mice, the free radical content was significantly increased in microglia isolated from 2-month-old MLIV mice (Fig. 1c). As expected, based on the absent microglial activation observed in FD mice, the free radical content was not increased in *Gla*^y/−^ microglia (Fig. 1c). Consistent with these results, we also observed increased expression of iNOS in MLIV, but not FD, microglia (Fig. 1d). Glycolytic metabolism was evaluated by measuring extracellular medium acidification rate (ECAR), which was significantly increased in microglia obtained from MLIV mice, but not FD microglia, indicative of a shift to glycolytic metabolism (Fig. 1e). The metabolic shift measured by the increased ECAR in MLIV microglia was supported by the observation of increased expression of HIF1α and pERK1/2 (Fig. 1d), two key effector pathways in the regulation of energy metabolism [43].

### Microglia transcriptomic changes are lysosomal storage diseases specific

In order to better understand the phenotypic changes observed in MLIV microglia, we performed RNA sequencing of microglia isolated from *Mcoln1*^−/−^ brain. 

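RNA of sorted CX3CR1+, CD45+ and CD11b+ microglia was read from 9 libraries, 3 each labelled wild-type (WT), *Gla* y/- (FD) and *Mcoln1*-/- (MLIV). *Mcoln1* (chromosome 8, 3500519 to 3515231) had 1082 and 1517 counts in WT replicates 1 and 2 but 2 counts in the library labelled WT replicate 3. It had 892 to 1442 counts in the FD libraries and 0, 0 and 18 in the MLIV libraries. *Apoe* (chromosome 7, 19696244 to 19699188) was counted at 925 and 531 CPM (counts scaled to a library of 1e6) in WT replicates 1 and 2, 6761 in the library labelled WT replicate 3 and 3716 to 5119 in MLIV. *Gla* (chromosome X, 134588169 to 134601005) was counted at 4.56, 8.16 and 10.8 CPM in the libraries labelled WT, 4.56 to 4.82 in FD and 11.7 to 17.4 in MLIV, so the FD libraries do not lie apart from WT replicate 1 and this gene does not settle the FD label. In the 3 FD libraries *Xist* had 1358 to 1521 CPM and the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts. This goes against the male genotype *Gla* y/- that the paper gives for these mice. FD is written here for the libraries so labelled. The *Mcoln1* count of the library labelled WT replicate 3 goes against its label, and the sources used here name no cassette or reporter that could be counted. In the paper's other measures HIF1α, DAP12 and APOE on western blots, CD86 by flow cytometry and ECAR are higher in MLIV than in WT microglia, which does not settle the label of this library. No library was moved to another group. Every comparison was fitted with all 9 libraries as labelled and again without the library labelled WT replicate 3, called the 8-library fit, which leaves 2 WT libraries.
The paper states 4 mice aged 2 months per condition, whereas the title of the deposited series gives 4 months and each group has 3 libraries. Nothing used here says which animals went into each library, so the p-values measure only the spread between these libraries, which may be technical. Library totals were 22772260, 33255744 and 37117851 counts for the libraries labelled WT, 30626446, 28781980 and 31079308 for FD, and 37801159, 33624404 and 33805545 for MLIV. All values here use the counts, whose median was 33255744 per library with both mates of a pair counted. The authors aligned the reads with STAR 2.5.1 to mm10 and counted them per gene with featureCounts 1.4.6-p3, without regard to strand. From these counts, genes kept by edgeR's filterByExpr were scaled with TMM factors and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's legends. Fold changes are on the log2 scale and given ± the standard error implied by the F statistic. Positions are mm10.

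**Figure D1:**
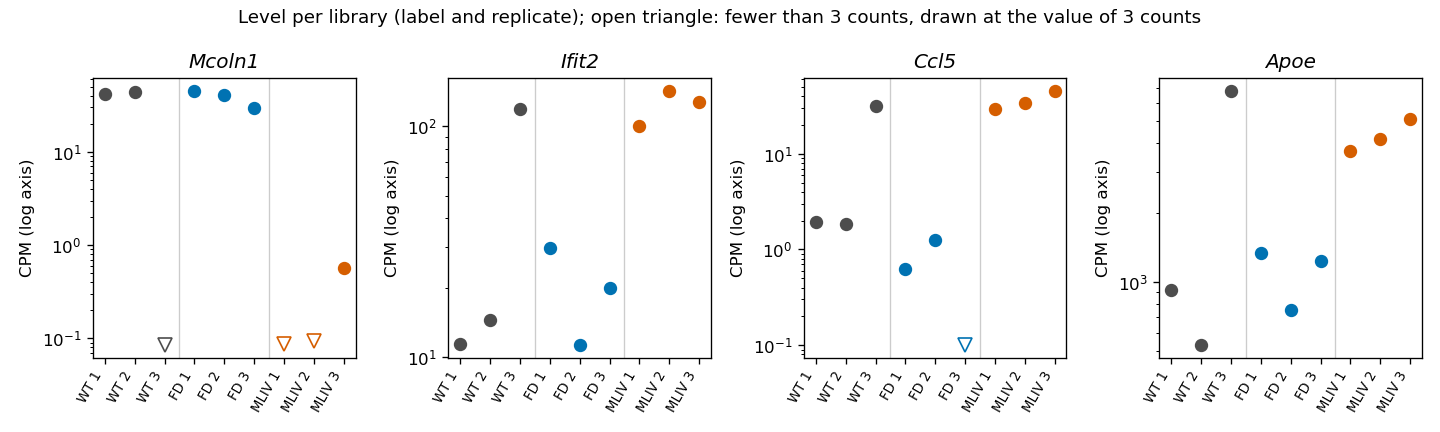
CPM on a log axis of *Mcoln1*, *Ifit2*, *Ccl5* and *Apoe*, one point per library and open triangles for libraries under 3 counts, drawn at the value of 3 counts. In the library labelled WT replicate 3, *Mcoln1* lies at 2 counts and *Apoe* at 6761 CPM, beside 925 and 531 in the other WT libraries.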

The transcriptomic profile was then compared to the transcriptomes of microglia isolated from wild-type and FD mouse brain. 

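In FD microglia the glutamate transporter gene *Slc1a3* (chromosome 15, 8634124 to 8710807) was upregulated, from 139.9, 223 and 246 CPM in the 3 libraries labelled WT to 2902, 2076 and 2882 in the 3 FD libraries (3.69 ± 0.23, adjusted p 6.86e-06). The glycine amidinotransferase gene *Gatm* (chromosome 2, 122594473 to 122611277) had 70.9 to 99.3 CPM in the libraries labelled WT and rose to a range of 474 to 611 in FD (2.72 ± 0.16, adjusted p 6.02e-06). The chemokine receptor gene *Ccr6* (chromosome 17, 8236043 to 8257129) had 1.64 to 3.41 CPM in those labelled WT and 59.3 to 95.9 in FD (5.12 ± 0.38, adjusted p 3.81e-05). The protease inhibitor gene *Spint1* (chromosome 2, 119237360 to 119249513) had 75.9 to 116 CPM in those labelled WT, whereas 2, 3 and 0 counts remained in the FD libraries, at or under the floor of 3 counts per library (adjusted p 1.9e-08). The ribosomal protein gene *Rpl29* (chromosome 9, 106429539 to 106431567) fell by 4.29 ± 0.27 on the log2 scale (adjusted p 7.7e-06). In the MLIV libraries *Slc1a3* had 205 to 246 CPM and *Spint1* 107 to 116 CPM. *Slc1a3*, *Gatm* and *Spint1* were singled out after their values were seen. *Ccr6*, *Spint1* and *Rpl29* each lie within 2 Mb of another gene with an adjusted p below 0.05 in this comparison. Variants of the strain or colony linked to them were not told apart from an effect of FD. The Y-linked *Ddx3y* had 89.2 to 118 CPM in the libraries labelled WT and at most 0.0622 in FD. Sex was therefore not told apart from FD in any comparison of FD with WT.
With edgeR and all 9 libraries, 47 of 15340 genes tested were called between FD and WT, 23 upregulated and 24 downregulated, and 1229 had an unadjusted p below 0.05. Without the fold threshold 52 genes passed. DESeq2 called 121 genes, and 85 with its older shrinkage of fold changes. Neither the removal of any 1 library (37 to 69 genes) nor that of the library labelled WT replicate 3 (47 genes, 38 of them shared) moved the count by more than 1.5 times. With 8 libraries the count was 31 without WT replicate 2, 86 without FD replicate 3, which correlated least with the other libraries (0.863 to 0.891), and 29 without MLIV replicate 2. The adjusted p over all alternatives ranged from 4.61e-75 to 8.76e-04 for *Slc1a3*, 4.45e-67 to 9.66e-04 for *Gatm*, 5.15e-41 to 9.66e-04 for *Ccr6*, 3.67e-205 to 8.41e-05 for *Spint1* and 2.56e-62 to 0.00118 for *Rpl29*. The first 1999 genes of Table S1 were at hand here and the other 21543 were not, so the FD values are set against the authors' table only in their deposited form.

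**Figure D2:**
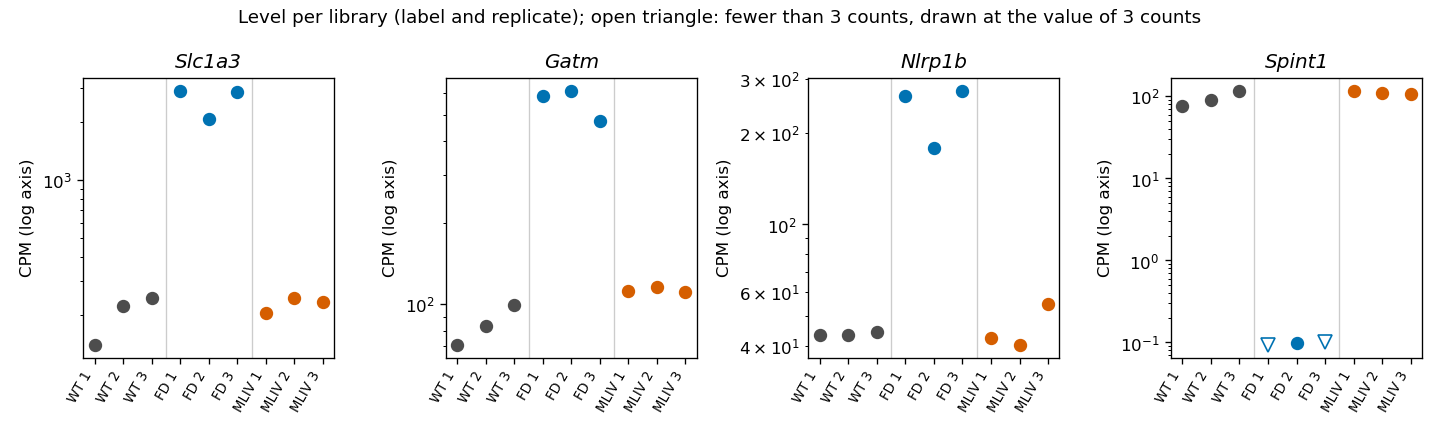
CPM on a log axis of *Slc1a3*, *Gatm*, *Nlrp1b* and *Spint1* in each library, with open triangles for libraries under 3 counts drawn at the value of 3 counts. *Slc1a3* lies at 2076 to 2902 CPM in the FD libraries, at 139.9 to 246 in the libraries labelled WT and at 205 to 246 in MLIV.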

Transcriptome analysis of *Gla*^y/−^ microglia identified few genes with significantly differential expression relative to age-matched wild-type control microglia (i.e., 44 upregulated and 42 downregulated genes (Additional file 5: Table S1, Additional file 1: Figure S1)). The small number of differentially expressed genes between wild-type and *Gla*^y/−^ microglia is in support of the absent gliosis and lack of a neurodegenerative phenotype in 2-month-old FD mice. Pathway analysis using four different software programs consistently identified the upregulation of only the NOD-like receptor signaling pathway in *Gla*^y/−^ microglia compared to aged-matched wild-type control microglia (Additional file 1: Figure S1). In addition, in agreement with the lack of significant neuroinflammation in *Gla*^y/−^ mice, analysis of common markers of neuroinflammation and microglial activation revealed only minor changes (Fig. 2a).

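Among 56 tested genes of NOD-like receptor signaling, *Nlrp1b* (chromosome 11, 71153102 to 71230733) was upregulated in FD microglia, from 43.4, 43.6 and 44.3 CPM in the libraries labelled WT to 263, 178 and 273 CPM (2.44 ± 0.19, adjusted p 3.81e-05). Its neighbours *Nlrp1a* (chromosome 11, 71091197 to 71144704) and *Nlrp1c-ps* (chromosome 11, 71242430 to 71285232), which were chosen after their values were seen, rose by 4.25 ± 0.50 (adjusted p 0.00206) and 8.09 ± 0.58 (adjusted p 1.7e-04). All are neighbours on chromosome 11. Neither a linked variant of the strain or colony nor sex was told apart from an effect of FD. *Nlrp3* (chromosome 11, 59542686 to 59566956) did not pass (0.98 ± 0.21, adjusted p 0.111). *Nlrp1b* was the 1 gene of the list past the test over all genes, and 3 passed when adjusted over the list alone. The list as a whole had a median log2 fold change of 0.06, with an adjusted p of 0.0113 by camera against all other genes. With an estimated correlation between genes that p was 0.725, and without WT replicate 1 it was 0.18. The 8-library fit gave 1 of 57 genes (adjusted p 0.00169, 0.750 with the estimated correlation). Over all alternatives *Nlrp1b* had an adjusted p of 2.45e-31 to 0.00116.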

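Of the activation markers of Fig. 2a, 30 could be tested in FD against WT microglia, and 0 passed edgeR's test over all genes or adjusted over the list alone. Their median log2 fold change was -0.23 (camera, adjusted p 0.355). *Tnf* (chromosome 17, 35199367 to 35202007, 0.59 ± 0.25, adjusted p 0.597), *Trem2* (chromosome 17, 48346401 to 48352276, 0.05 ± 0.20, adjusted p 0.958) and *Cd68* (chromosome 11, 69664213 to 69666170, -0.28 ± 0.24, adjusted p 0.801) differed from WT by less than the test could separate. *Hif1a* and *Itgax* did not pass either, at -0.74 ± 0.24 (adjusted p 0.480) and -1.10 ± 0.64 (adjusted p 0.713). Their median in the 8-library fit was 0.03 (adjusted p 0.537). Of the Fig. 2b genes, 1 neurotoxic gene, *Pde2a* (chromosome 7, 101421691 to 101512829), rose in FD (2.18 ± 0.30, adjusted p 0.00672, 2.12e-08 to 0.0436 over the alternatives), and 0 neuroprotective genes passed.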

**Fig. 2:**
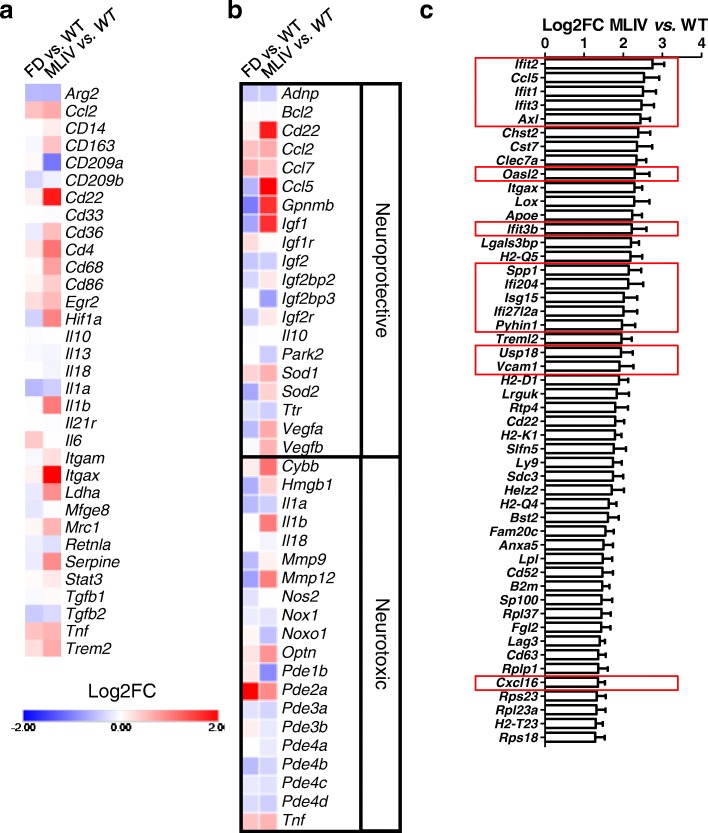
Microglia transcriptome analysis. **a** Heatmap of the microglia/macrophage activation markers in MLIV and FD expressed as Log2 fold change relative to control levels. **b** Heatmap of neurotoxic and neuroprotective markers in MLIV and FD expressed as Log2 fold change relative to control levels. The genes in this list are based upon [16, 24, 44]. **c** Top 50 most differentially overexpressed genes in MLIV compared to control microglia. Interferon signaling genes are boxed in red. Data underlying the heatmaps are provided in Additional file 5: Table S1 and Additional file 6: Table S2

In contrast to *Gla*^y/−^ microglia, transcriptomic analysis of microglia isolated from MLIV animals showed major expression differences compared to microglia from littermate wild-type control animals. Specifically, we found 386 significantly upregulated and 44 significantly downregulated genes in MLIV relative to wild-type microglia (Additional file 6: Table S2, Additional file 2: Figure S2). 

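MLIV and FD microglia were compared directly, which tests the difference between the changes of both mutants against the shared WT group. The paper kept the *Gla* line as homozygotes and intercrossed *Mcoln1* heterozygotes. *Ddx3y* had 0 to 76.7 CPM in MLIV and at most 0.0622 in FD. Colony and sex were therefore not told apart from the mutations in this comparison. The calprotectin gene *S100a9* (chromosome 3, 90692630 to 90695721), a neutrophil marker noticed after its values were seen, had 53.7, 49.3 and 90.2 CPM in MLIV and 1.93, 1.64 and 1.27 in FD (5.31 ± 0.60, adjusted p 0.00277), and lost its call without FD replicate 1 (adjusted p 0.0501) or without FD replicate 3 (0.0757). It moved with other neutrophil markers. The list of 10 such genes, *S100a9* included, summed to 147 to 274 CPM in MLIV and 1.34 to 5.48 in FD, and monocyte markers summed to 92.5 to 115 and 38.8 to 50.3 CPM. Whether these come from other cells in the sort was not tested. *Hmgb1* (chromosome 5, 149047227 to 149053037) was higher in MLIV than in FD (1.06 ± 0.15, adjusted p 0.00546, 4.62e-10 to 0.0343 over the alternatives). Of 83 cytosolic ribosomal protein genes, 17 were higher in MLIV at an adjusted p below 0.05 and 75 when adjusted over the list alone (median log2 fold change 1.39, camera adjusted p 1.91e-56, 0.285 with the estimated correlation). The 17 genes became 1, *Rpl29*, without any 1 MLIV library or without FD replicate 1 or 3, 2, *Rpl29* and *Rpl6*, without FD replicate 2, 11 without WT replicate 2, 67 without WT replicate 1 and 72 without the library labelled WT replicate 3. Ribosomal RNA genes took 4.38 to 4.69% of counts in FD and 6.81 to 7.71% in MLIV. Whether RNA quality or depletion of ribosomal RNA adds to this rise was not tested. *Slc1a3*, called in FD against WT, also separated both mutants (-3.52 ± 0.23, adjusted p 1.08e-05).
In all, 151 genes were called, 92 higher in MLIV and 59 lower, and 194 without the fold threshold. DESeq2 called 664. These numbers moved with single libraries, to 298 without WT replicate 1, 440 without the library labelled WT replicate 3, 100 without FD replicate 1, and 56, 51 and 54 without MLIV replicates 1, 2 and 3. Without FD replicate 2 the 210 genes were 82 higher and 128 lower, so the excess of higher genes depends on it. The 440 genes of the 8-library fit were 307 higher and 133 lower in MLIV, and 228 and 204 when scaled by library totals. Scaling by library totals alone in place of TMM moved the median of all genes by -0.13 on the log2 scale in this comparison and gave 284 genes, 152 higher and 132 lower.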

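With the 9 libraries as labelled, edgeR called 0 of 15340 genes between MLIV and WT microglia, with 712 genes at an unadjusted p below 0.05. DESeq2 called 11 genes, and 6 with its older shrinkage of fold changes. The lowest adjusted p belonged to *Stox2* (chromosome 8, 47180048 to 47352348), at 0.763 (-2.43 ± 0.40). In the 8-library fit, without the library labelled WT replicate 3, 182 of 17440 genes were called, 174 upregulated and 8 downregulated, and 296 passed without the fold threshold. The lowest adjusted p was then that of *Chst2* (chromosome 9, 95400926 to 95407270, 2.82 ± 0.23, adjusted p 6.07e-05), followed by genes such as *Ly9* (chromosome 1, 171588613 to 171607410, 1.89 ± 0.16, adjusted p 6.07e-05). *Mcoln1* itself fell by 7.84 ± 1.02 in that fit (adjusted p 0.0174), a fitted value that depends on the prior count because it had 0 counts in 2 MLIV libraries.
Every edgeR call given for MLIV against WT from the 8-library fit rests on leaving out the library labelled WT replicate 3, a choice that in this form was planned as 1 of the 9 single-library removals, with its further settings added after seeing the data. Removing 1 more library moved the 182 genes to between 77, without WT replicate 1, and 401, without FD replicate 3. In the 9-library fit the removal of FD replicate 3 gave 4 genes and that of any other library but the one labelled WT replicate 3 gave 0. Scaling by library totals shifted the median of all genes by -0.15 with 9 libraries and by -0.20 with 8. Of 106 genes named here by the rule or otherwise that had an adjusted p below 0.05 in the 8-library fit, 41 kept it without WT replicate 1, 83 without WT replicate 2, 73, 64 and 75 without MLIV replicate 1, 2 or 3, and 101, 104 and 102 without FD replicate 1, 2 or 3. The first 1999 genes of Table S2 were at hand here and the other 21543 were not.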

Pathway analysis performed on these differentially expressed genes demonstrated changes in the expression of genes related to lysosomal function, activation of immune cells (i.e., complement, antigen presentation and processing, and rheumatoid arthritis) and neurodegeneration (Alzheimer’s, Parkinson’s, and Huntington’s diseases, Additional file 2: Figure S2). 

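In the 8-library fit, without the library labelled WT replicate 3, the antigen presentation genes *H2-K1* (chromosome 17, 33996012 to 34000333, 1.94 ± 0.20, adjusted p 1.86e-04), *H2-D1* (chromosome 17, 35263094 to 35267497, 2.10 ± 0.28, adjusted p 0.00208) and *B2m* (chromosome 2, 122147687 to 122153082, 1.58 ± 0.24, adjusted p 0.00395) were upregulated in MLIV microglia. So were the ribosomal protein genes *Rpl37* (chromosome 15, 5116613 to 5119140, 1.74 ± 0.15, adjusted p 7.34e-05) and *Rps18* (chromosome 17, 33951999 to 33955641, 1.46 ± 0.16, adjusted p 3.04e-04). Of 84 cytosolic ribosomal protein genes 65 rose (32 to 76 without 1 more library), and 75 when adjusted over the list alone, with a median log2 fold change of 1.30 (camera adjusted p 4.21e-177), while ribosomal RNA genes took 6.71 and 4.73% of counts in WT replicates 1 and 2 and 6.81 to 7.71% in MLIV. MHC class I presentation followed with 9 of 22 genes (5 to 17 without 1 more library), 17 over the list alone (median 0.81, adjusted p 1.11e-38), and respiratory chain subunits with 11 of 83 (0 to 49 without 1 more library), 39 over the list alone (median 0.66, adjusted p 6.4e-30). Complement components and receptors had 1 of 23 genes past the test, *Itgax*, and 4 over the list alone, with a median of 0.43 but a mean of -0.21 (adjusted p 1.32e-06). MHC class II had 1 of 13, the cathepsin gene *Ctss*, and 3 over the list alone (median 0.56, adjusted p 3.76e-06), and glycosaminoglycan degradation 0 of 15 and 6 over the list alone (median 0.17, adjusted p 3.8e-04). Without FD replicate 3 as well, 8 complement, 3 MHC class II and 7 glycosaminoglycan degradation genes passed upward, whereas without any 1 MLIV library these numbers stayed at 1, 1 and 0.
With the correlation between genes estimated, the lists of ribosomal proteins (adjusted p 0.00923) and MHC class I (0.0206) kept an adjusted p below 0.05. Respiratory chain (0.0530), complement (0.0799), MHC class II (0.129) and glycosaminoglycan degradation (0.196) did not. As labelled, the 9 libraries gave 0 genes of these lists, their medians being 0.77 for ribosomal proteins (camera adjusted p 8.63e-63, 0.252 with the estimated correlation) and 0.58 for MHC class I (6.5e-22, 0.252).

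**Figure D3:**
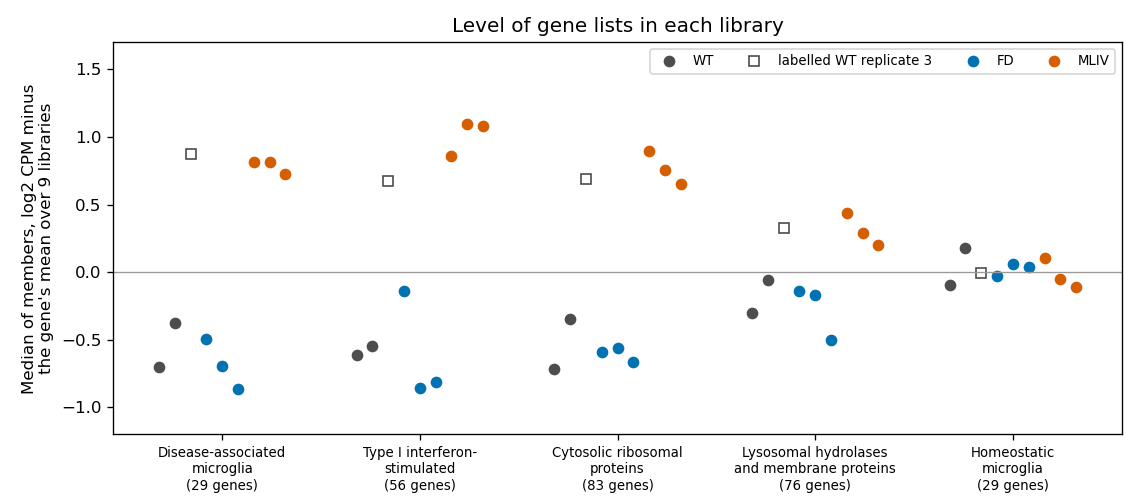
Median over list members of log2 CPM minus each gene's mean over the 9 libraries, one point per library, for disease-associated microglia, type I interferon-stimulated, cytosolic ribosomal protein, lysosomal and homeostatic genes, with an open square for the library labelled WT replicate 3. The ribosomal list lies at 0.65 to 0.89 in the MLIV libraries, -0.72 and -0.35 in WT replicates 1 and 2, and 0.69 in the library labelled WT replicate 3.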

The RNA expression data (Fig. 2a) are indicative of microglial activation, in support of our phenotypic analyses that showed increased expression of CD86 (Fig. 1b) and HIF1α (Fig. 1d). In addition, consonant with the increased expression of *Hif1a*/HIF1α and the functional shift to glycolytic metabolism, we observed significantly increased expression of the known HIF1 target genes *Aldoa*, *Bnip3*, *Egln3*, *Igf1*, *Nampt1*, *Pgk1*, and *Vegfa* (Additional file 6: Table S2) [45].

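*Hif1a* (chromosome 12, 73907867 to 73947530) was upregulated in MLIV microglia in the 8-library fit, without the library labelled WT replicate 3, from 164 and 197 CPM in 2 WT libraries to 417, 352 and 380.0 in MLIV (1.07 ± 0.15, adjusted p 0.00135). It was also higher in MLIV than in FD microglia with all 9 libraries (1.41 ± 0.24, adjusted p 0.0183), a call lost without FD replicate 3 (adjusted p 0.0702) or without MLIV replicate 1, 2 or 3 (0.0797, 0.0516 and 0.0658). *Cd86* (chromosome 16, 36603869 to 36666077) had 203 to 213 CPM in MLIV and 139, 177 and, in the library labelled WT replicate 3, 250.0 CPM, and did not pass (0.38 ± 0.15, adjusted p 0.345 in the 8-library fit). *Trem2* (chromosome 17, 48346401 to 48352276, 0.79 ± 0.16, adjusted p 0.0221) and *Itgam* (chromosome 7, 128062640 to 128118491, 0.37 ± 0.16, adjusted p 0.415) gave smaller changes. Of 31 tested genes of Fig. 2a, 6 passed upward (2 to 11 without 1 more library), *Cd22*, *Cd68*, *Hif1a*, *Itgax*, *Ldha* and *Trem2*, and 7 when adjusted over the list alone (median 0.37, camera adjusted p 1.14e-09, 0.0966 with the estimated correlation). Of 29 homeostatic microglia genes 0 passed (median -0.05, adjusted p 0.980). Between MLIV and WT with all 9 libraries as labelled, 0 of 30 genes of Fig. 2a passed (median 0.12, camera adjusted p 6.78e-05, 0.270 with the estimated correlation), and *Hif1a* had 0.67 ± 0.24 (adjusted p 0.999, 0.457 to 1 over the alternatives that kept the library labelled WT replicate 3).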

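Of the HIF1 targets named, *Aldoa* (chromosome 7, 126795234 to 126800447, 1.09 ± 0.20, adjusted p 0.0106), *Igf1* (chromosome 10, 87859056 to 87937047, 2.20 ± 0.46, adjusted p 0.0267) and *Nampt* (chromosome 12, 32820335 to 32853369, 1.11 ± 0.24, adjusted p 0.0307), which the counts list without the final digit of the paper's symbol, were upregulated in MLIV microglia in the 8-library fit, without the library labelled WT replicate 3. *Bnip3* (chromosome 7, 138890836 to 138909506, 0.92 ± 0.30, adjusted p 0.195), *Egln3* (chromosome 12, 54178981 to 54203874, 2.13 ± 1.30, 0.633), *Pgk1* (chromosome X, 106187100 to 106203699, 1.14 ± 0.80, 0.715) and *Vegfa* (chromosome 17, 46016993 to 46032377, 1.10 ± 0.55, 0.543) did not pass. Among settings of that fit added after seeing the data, only the 2 groups compared passed *Bnip3* (0.00397), *Egln3* (0.00222) and *Pgk1* (8.89e-04), the further removal of FD replicate 3 passed the same 3 genes (0.00174, 0.0248 and 0.00153), and no filter on low counts passed *Pgk1* (0.00338). Such settings also lost calls. *Aldoa* failed with library totals (0.0596) or without WT replicate 1 (0.304) or MLIV replicate 1 or 2 (0.0794 and 0.0698). *Nampt* failed with library totals (0.103), at least 10 counts in every library (0.0526) or without WT replicate 1 (0.570) or any of MLIV replicates 1 to 3 (0.0746 to 0.178). *Igf1* failed with library totals (0.0746), at least 10 counts (0.0582), only the 2 groups compared (0.0850) or without WT replicate 2 (0.124), FD replicate 3 (0.0547) or any of MLIV replicates 1 to 3 (0.0735 to 0.123). *Vegfa* passed between MLIV and FD with all 9 libraries (1.96 ± 0.42, adjusted p 0.0467, 6.58e-05 to 0.224 over the alternatives), and not without WT replicate 2 (0.0764), FD replicate 1 or 2 (0.0932 and 0.0689) or any of MLIV replicates 1 to 3 (0.143 to 0.224). The 7 named targets had a median log2 fold change of 1.11 against WT, with 4 past the test when adjusted over the list alone (camera adjusted p 3.14e-09, 0.0562 with the estimated correlation). A general list of 32 HIF1 targets had 8 upregulated (1 to 13 without 1 more library), 13 over the list alone (median 0.54, 3.2e-14, 0.0590), and 20 glycolysis genes 6 (1 to 11 without 1 more library), 10 over the list alone (median 0.88, 1.11e-12, 0.0590). The 9 libraries as labelled gave 0 of the 7 targets between MLIV and WT (median 0.56, camera adjusted p 3.34e-05, 0.256 with the estimated correlation). The targets were named by the study from these libraries, so their counts are not independent evidence.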

The RNA expression profile in MLIV microglia showed a mixed neuroprotective/neurotoxic pattern (Fig. 2b), similar to what was previously observed in NPC1 microglia, amyotrophic lateral sclerosis (ALS), and glioblastoma [16, 24, 44]. Specifically, there was a significant increase in expression of neurotoxic-related genes such as *Cd22*, *Il1b*, and *Cybb*, while at the same time, there was a significant increase in expression of genes generally regarded as neuroprotective such as *Ccl5*, *Igf1*, and *Gpnmb* (Fig. 2b). 

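Expression of *Cd22* (chromosome 7, 30865404 to 30880342) rose from 18.7 and 17.2 CPM in 2 WT libraries to 85.8, 68.8 and 67.4 in MLIV microglia in the 8-library fit, without the library labelled WT replicate 3 at 63.1 CPM (2.03 ± 0.23, adjusted p 3.14e-04). In that fit *Igf1* passed, and *Il1b* (chromosome 2, 129364580 to 129371120, 1.66 ± 0.60, adjusted p 0.277), *Cybb* (chromosome X, 9435254 to 9469324, 1.47 ± 0.36, adjusted p 0.107) and *Gpnmb* (chromosome 6, 49036518 to 49058182, 2.36 ± 1.11, adjusted p 0.530) did not. Settings of that fit added after seeing the data differ on these genes: *Cybb* passed with DESeq2 (8.95e-04), *Cybb* and *Gpnmb* with no filter on low counts (1.13e-10 and 0.0301), all 3 genes with only the 2 groups compared (0.0133, 3.11e-06 and 2.41e-04), *Il1b* and *Gpnmb* without FD replicate 3 (0.00930 and 0.0231) and *Cybb* without FD replicate 2 (5.44e-04), whereas *Igf1* no longer passed in 8 of them (0.0547 to 0.124). Of 18 tested neurotoxic genes of Fig. 2b, *Pde2a* (chromosome 7, 101421691 to 101512829) rose (1.33 ± 0.30, adjusted p 0.0367) and *Pde1b* (chromosome 15, 103503034 to 103530056) fell (-1.13 ± 0.23, adjusted p 0.0241), and 6 rose and 1 fell when adjusted over the list alone (median -0.04, mean 0.16, camera adjusted p 0.193). Of 19 neuroprotective genes *Cd22*, which Fig. 2b lists there, and *Igf1* rose, and 5 over the list alone (median 0.45, camera adjusted p 3.51e-05, 0.0590 with the estimated correlation). Without FD replicate 3 as well, 6 neuroprotective genes rose, and 5 neurotoxic genes rose and 1 fell. Without MLIV replicate 1, 2 or 3, 1 neuroprotective gene rose, and 0, 0 and 1 neurotoxic genes did. Neither list had more than 0 genes past the test with all 9 libraries as labelled (medians 0.14 and 0.27, camera adjusted p 0.164 and 0.0138, 0.294 and 0.270 with the estimated correlation), and the lowest adjusted p of *Cd22*, *Igf1*, *Il1b*, *Cybb* and *Gpnmb* over the alternatives that kept that library was 0.424, for *Cd22*.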

The expression of genes associated with both neurotoxic and neuroprotective function suggests a complex role played by microglia in MLIV. Of note, advances in single-cell transcriptomic analyses have shown that in both ALS and Alzheimer’s disease (AD) (SOD1^G93A^ and 5xFAD models, respectively), a continuum of ramified to amoeboid microglial cells is present in the mouse brain with “disease-associated microglia” (DAM) present in the brain areas affected by pathology [46]. Indeed, we found the DAM marker *Cd11c*/*Itgax* to be significantly overexpressed in MLIV microglia (Fig. 2a, Additional file 6: Table S2)

Of the 50 most significantly upregulated genes in MLIV microglia, 15 (30%) are related to interferon signaling (Fig. 2c). 

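The interferon-stimulated genes *Ifit2* (chromosome 19, 34550694 to 34576534, 100.1, 142 and 127 CPM in MLIV, 11.3 and 14.4 in 2 WT libraries; 3.24 ± 0.39, adjusted p 0.00192), *Ifit1* (chromosome 19, 34640889 to 34650009, 3.06 ± 0.38, adjusted p 4.88e-04) and *Isg15* (chromosome 4, 156199424 to 156200818, 2.63 ± 0.51, adjusted p 0.0126) were upregulated in the 8-library fit. *Ifit3* (chromosome 19, 34583529 to 34588982, 2.91 ± 0.71, adjusted p 0.161) did not pass, whereas with DESeq2 on these 8 libraries, a setting added after seeing the data, it did (2.03e-07), as it did with no filter on low counts (5.94e-29), at least 10 counts in every library (0.0263), only the 2 groups compared (8.68e-09) or without FD replicate 3 (2.58e-09). Such settings also ended calls. *Ifit2* lost its own with the replicate block (0.0561) or without WT replicate 1 (0.0742) or 2 (0.0511). *Isg15* lost its call without WT replicate 1 (0.331) or 2 (0.0596) or any of MLIV replicates 1 to 3 (0.0693 to 0.110). The left-out library labelled WT replicate 3 had 119 CPM of *Ifit2*. Of the 50 genes of Fig. 2c, 43 passed upward (33 to 47 without 1 more FD or MLIV library) and 50 when adjusted over the list alone (median 2.13). Of its 15 boxed interferon genes 11 passed (8 to 13 without 1 more FD or MLIV library) and 15 over the list alone (median 2.79). Neither range covers the removal of a WT library, which leaves 1 such library. Without WT replicate 1 fewer genes passed in both lists than these ranges show. Both lists were drawn by the study from these libraries and so are not independent evidence. Of 56 type I interferon-stimulated genes listed beforehand, 13 of them also in Fig. 2c, 20 passed (4 to 36 without 1 more library), and 44 over the list alone (median 1.86, camera adjusted p 8.55e-65, 0.0311 with the estimated correlation). As labelled, all 9 libraries gave 0 of these 56 (median 0.97, 9.58e-37, 0.252), the 50 genes of Fig. 2c had a median of 1.14, and *Ifit2* had 1.35 ± 0.85 with a lowest adjusted p of 0.686 over the alternatives that kept that library. Between MLIV and FD 2 of the 56, *Xaf1* and *Ms4a4c*, passed with all 9 libraries, 41 over the list alone (median 1.45). *Xaf1* lost its call without FD replicate 3 (0.0623) or MLIV replicate 1, 2 or 3 (0.0562 to 0.0682), and *Ms4a4c* without FD replicate 1 or 2 (0.0772 and 0.0581) or MLIV replicate 1, 2 or 3 (0.119 to 0.143). Other removals went the other way: over all genes, the 151 calls between MLIV and FD became 298 without WT replicate 1 and 440 without the library labelled WT replicate 3.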

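Transcripts of the interferon regulatory factors themselves were tested in MLIV microglia. *Irf7* (chromosome 7, 141263183 to 141266424) had 43.0, 66.5 and 74.8 CPM in MLIV, 12.8 and 11.6 in WT replicates 1 and 2, 47.7 in the library labelled WT replicate 3 and 25.1, 6.27 and 3.95 in FD (2.32 ± 0.85, adjusted p 0.416 in the 8-library fit). *Irf1* (chromosome 11, 53770014 to 53778374, 0.34 ± 0.19, adjusted p 0.589), *Irf2* (chromosome 8, 46739745 to 46847458, 0.10 ± 0.16, 0.926), *Irf3* (chromosome 7, 44997648 to 45002848, -0.37 ± 0.19, 0.540) and *Irf9* (chromosome 14, 55603985 to 55610030, 0.61 ± 0.21, 0.252) did not pass either. By edgeR under the settings chosen for all genes 0 of the 5 genes passed in either fit, over all genes or adjusted over the list alone, and their median was 0.34 (camera adjusted p 0.0591) in the 8-library fit and 0.32 (0.101) with all 9 libraries. In settings of the 8-library fit added after seeing the data, *Irf7* passed with DESeq2 (adjusted p 0.00266), with no filter on low counts (1.74e-14), with only the 2 groups compared (4.4e-06) and without FD replicate 1 (4.63e-04). Without FD replicate 3, 1 of the 5 factors passed upward by edgeR, and it was not *Irf7* (0.158). Binding of these factors was not measured in these libraries.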

From our in silico analysis, most of these genes are regulated by five different interferon regulatory factors: IRF1 (9 out of 50), IRF2 (5 out of 50), IRF3 (7 out of 50), IRF7 (7 out of 50), and IRF9 (10 out of 50). It has been suggested that the transcription factor EB (TFEB) could potentially be important in MLIV pathology [47]; however, it does not appear to regulate the 50 most significantly overexpressed genes in *Mcoln1*^−/−^ microglia in our analysis.

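A list of TFEB targets (CLEAR lysosomal genes) fixed beforehand shares 1 of its 55 genes, *Cd63*, with the 50 genes of Fig. 2c. In the 8-library fit, without the library labelled WT replicate 3, 15 of its 54 tested genes were upregulated (1 to 38 without 1 more library) and 1, *Mcoln1*, was downregulated, and 37 and 1 when adjusted over the list alone. Their median log2 fold change was 0.59 (camera adjusted p 1.26e-31, 0.0590 with the estimated correlation). *Ctsb* (chromosome 14, 63122462 to 63145923) rose by 1.24 ± 0.20 (adjusted p 0.00361) and *Ctsd* (chromosome 7, 142375916 to 142387870) by 0.89 ± 0.21 (adjusted p 0.0457). The 9 libraries as labelled gave 0 (median 0.35, camera adjusted p 1.18e-16, 0.256 with the estimated correlation).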

### Elevated CCL5 in microglia and serum of MLIV mice

We observed the chemokine *Ccl5* (RANTES) to be highly overexpressed, second only to *Ifit2*, in microglia isolated from MLIV mice (Fig. 2c). 

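*Ccl5* (chromosome 11, 83525779 to 83530518) was counted at 29.4, 33.7 and 45.1 CPM in the MLIV libraries, 1.95 and 1.86 in WT replicates 1 and 2, 31.4 in the library labelled WT replicate 3, and 0.622, 1.25 and 0 in FD, where the lowest library is under the floor of 3 counts. Its log2 fold change in the 8-library fit, 4.23 ± 1.04, was the highest of the 50 genes of Fig. 2c and that of *Ifit2* the 4th, but *Ccl5* did not pass edgeR's test (adjusted p 0.141). The order of both depends on shrinkage: with DESeq2's older shrinkage of fold changes on these 8 libraries, a setting added after seeing the data, *Ccl5* had 1.04 and *Ifit2* 2.63. Under settings of that fit added after seeing the data it passed with DESeq2 (0.0211), with no filter on low counts (1.05e-17), with only the 2 groups compared (1.88e-08) and without FD replicate 3 (2.42e-08). As labelled, all 9 libraries gave 1.61 ± 1.20 (adjusted p 0.999), with 0.141 to 1 over the alternatives set beforehand. In the authors' deposited table its log2 fold change is 2.53 with an adjusted p of 3.04e-08, and in the authors' deposited table that of *Ifit2* is 2.75. Between MLIV and FD it had 5.84 ± 1.49 (adjusted p 0.0868, 0.00300 to 0.294 over the alternatives).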

Increased expression of *Ccl5* has been reported in other mouse models with neurodegeneration and neuroinflammation including Gaucher [23], NPC1 [23], Sandhoff [23], Krabbe [23], AD [15, 48], and ALS [16], as well as during aging [15] (Fig. 3a). Whole brain immunofluorescence staining showed strong CCL5 signal in the hippocampus, but not other brain areas, of 2-month-old MLIV mice. Co-immunostaining with the microglial marker IBA1 indicated CCL5 expression within microglia (Fig. 3b, Additional file 2: Figure S2). Micsenyi et al. previously reported pathological defects in the hippocampus of MLIV mice [20]. In *Npc1* mutant mice, CCL5 immunostaining was observed in the cerebellar tissue (Additional file 3: Figure S3), a brain region extensively documented to have neuronal loss and microgliosis. The brain region-specific expression of CCL5 within microglia suggests that CCL5 may be a functional role in the pathological process. Given that CCL5 is a secreted protein, we measured its level in the serum of MLIV mice and observed a significant increase at 2 and 4 months, but not at 8 months, when compared to levels found in wild-type control mice (Fig. 3c). This observation is in agreement with the decrease in gliosis occurring in the MLIV mouse brain between 4 and 8 months (Fig. 1b) [17]. Given that *Ccl5* expression is increased in other disorders of neuroinflammation [23, 41, 49, 50], we measured serum CCL5 levels in other mouse models of lysosomal storage and neurodegenerative diseases. Significant increases in CCL5 serum levels were observed in ALS, CLN3, NPC1, and NPC2 compared to wild-type control mice (Fig. 3b). The progressive increase in CCL5 in NPC1 and CLN3 with disease progression, which mirrors the MLIV pattern, supports the previously reported increase inflammation over time in these pathologies [5, 24, 51]. Consistent with the lack of neuroinflammation, CCL5 serum levels were not increased in either Pompe or FD mice (Fig. 3c). To determine if reducing neuroinflammation correlated with a change in sera concentration of CCL5, we measured CCL5 levels in the serum of NPC1 mice subcutaneously injected with the most potent therapeutic compound in this disease model: 2-hydroxy-propyl-β-cyclodextrin (HPβCD/VTS-270) at 4 g/kg [24], and observed a significant decrease toward normal (Fig. 3c).

**Fig. 3:**
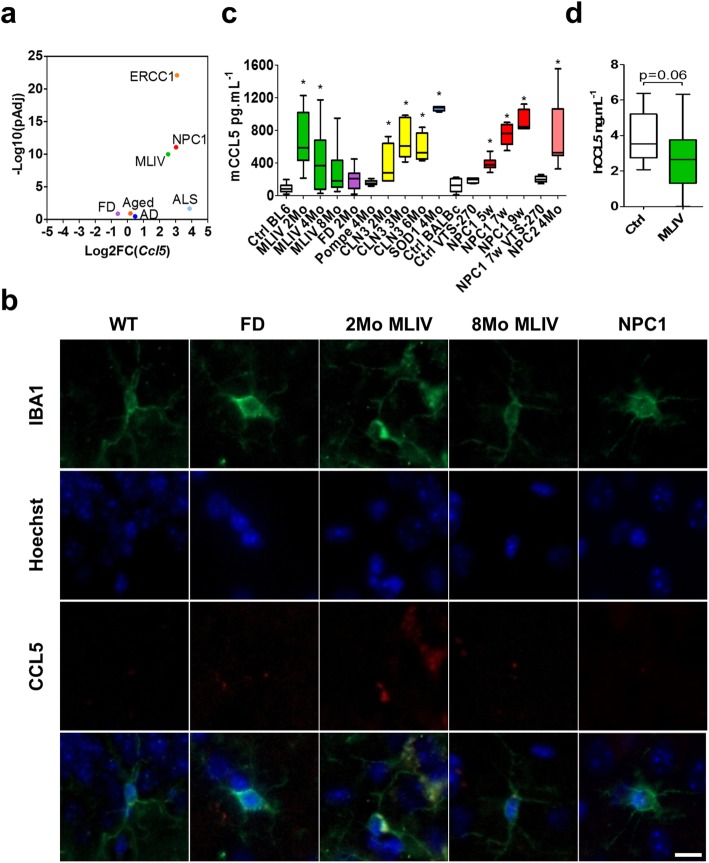
Analysis of CCL5 expression in microglia. **a** *Ccl5* Log2 fold change and Log10 (pAdj) in 2-month-old Fabry disease (FD), 7-week-old Niemann-Pick type C1 (NPC1), 3-month-old amyotrophy lateral sclerosis (SOD1), 16-month-old App-Ps1 (AD), and 2-month-old mucolipidsosis type IV (MLIV) microglia isolated from mouse brain **b** IBA1 and CCL5 double staining in hippocampi. The scale bar is 10 μm. **c** CCL5 quantification by enzyme-linked immunosorbent assay (ELISA) in mouse serum. *Npc1*^*−/−*^ *N* = 7, MLIV *N* = 8, FD *N* = 16, 2-month-old *Gaa*^−/−^ (Pompe disease) *N* = 10, 3-month-old *Npc2*^−*/*−^ *N* = 7, *Sod1*^*tg*G93A^ *N* = 4, 2-, 3-, and 6-month-old *Cln3*^−*/*−^ *N* = 4–6. HPβCD/VTS-270-treated animals were subcutaneously injected every other day from day 7 to 49 [24], *N* = 4 and 5 for control and *Npc1*^−*/*−^, respectively. **d** CCL5 ELISA from control and MLIV patient’s serum. *N*_control_ = 14, *N*_MLIV_ = 48

Given the temporally related changes in serum CCL5 levels observed in NPC1, CLN3, and MLIV mutant mice, we wondered whether serum CCL5 levels could be used as a biomarker in MLIV patients. A decreased CCL5 concentration in the serum of 48 MLIV patients compared to control individuals (Fig. 3d) did not support the animal results. Nonetheless, with respect to its utility as a biomarker, serum CCL5 levels did not appear to correlate with either patient age or disease severity [52].

### Comparison of microglia transcriptomes from mice with different neuroinflammatory syndromes

Pathway analysis of differentially expressed genes in MLIV microglia showed an overlap with other neurodegenerative disorders including Parkinson’s, Alzheimer’s, and Huntington’s diseases (Additional file 2: Figure S2). To further investigate this observation, we extracted microglia transcriptomes from Gene Expression Omnibus [53]. Among the extracted transcriptomes, five are from mouse models known to have significant neuroinflammation: these include 18-month-old and *Ercc1*^*Δ/KO*^ mice [54], which represent aging models, and three from NPC1, AD (amyloid precursor protein model), and ALS (SOD1^G93A^) diseases (Fig. 4a). Analysis of the significantly modified genes found in NPC1, AD, and ALS transcriptomes together with the MLIV microglia transcriptome revealed 100 genes that were significantly modified and followed the same expression pattern in all four disease models (Fig. 4b, c; Additional file 4: Figure S4); 13 genes were downregulated and 87 were upregulated among these 100 genes. 

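Genes of disease-associated microglia (DAM) were tested from a list of 29 fixed beforehand, 11 of which are also in Fig. 2c. In the 8-library fit, without the library labelled WT replicate 3, *Itgax* (chromosome 7, 128129568 to 128150657) rose from 21.5 and 17.6 CPM in WT to 101, 112 and 137 in MLIV (2.56 ± 0.26, adjusted p 1.86e-04), and the left-out library had 106 CPM. *Apoe* (2.56 ± 0.32, adjusted p 0.00206), *Clec7a* (chromosome 6, 129461591 to 129472779, 2.63 ± 0.29, adjusted p 4.83e-04), *Lpl* (chromosome 8, 68880555 to 68906932, 1.66 ± 0.24, adjusted p 0.00122), *Tyrobp* (chromosome 7, 30413788 to 30417579), which encodes DAP12 (1.10 ± 0.19, adjusted p 0.00653), and *Cd68* (chromosome 11, 69664213 to 69666170, 0.84 ± 0.19, adjusted p 0.0360) rose as well. *Cst7* (chromosome 2, 150570415 to 150578944) did not pass (4.01 ± 1.39, adjusted p 0.410), though it did with only the 2 groups compared, a setting of that fit added after seeing the data (7.34e-10), with no filter on low counts (2.96e-36) or without FD replicate 3 (7.54e-05), nor did *Gapdh* (chromosome 6, 125161852 to 125166467, 0.90 ± 0.24, 0.102). In all 23 of 29 passed upward (11 to 26 without 1 more library) and 27 when adjusted over the list alone (median 1.47, camera adjusted p 1.77e-87, 0.00660 with the estimated correlation). Of the 6 genes the study followed as proteins all but *Gapdh* passed (3 to 6 genes without 1 more FD or MLIV library), and 6 when adjusted over the list alone (median 0.98). Of 20 lipid handling genes 4 passed, *Apoe*, *Lpl*, *Npc2* and *Fabp5* (3 to 10 genes without 1 more FD or MLIV library), and 8 over the list alone (median 0.72, camera adjusted p 1.04e-11, 0.0501 with the estimated correlation). The ranges of the protein and lipid genes leave out the removal of a WT library, which leaves 1 such library. Without WT replicate 1 fewer genes of both lists passed than these ranges show. All 9 libraries as labelled gave 0 of the 29 between MLIV and WT (median 0.73, 3.42e-22, 0.252), the lowest adjusted p of the genes named here over the alternatives that kept the library labelled WT replicate 3 being 0.585, for *Cd68*.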

Notably, 14 of the overexpressed genes (Fig. 4c, Additional file 4: Figure S4**)** have been associated with a DAM signature of microglia, previously described in both the 5xFAD mouse model of AD and the SOD1^G93A^ mouse model of ALS [46]. Hence, independent of the underlying pathological condition, these genes appear to follow the same pattern with microglia from the two aging models (Fig. 4b) and none of these genes exhibited the DAM pattern in microglia isolated from FD mice. 

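In FD microglia the same 29 genes had a median log2 fold change of -0.74 against WT with all 9 libraries, with 0 past edgeR's test or adjusted over the list alone (camera adjusted p 3.45e-04, 0.763 with the estimated correlation). The library labelled WT replicate 3 sets this median, which was -0.00293 without it, with 1 gene, *Ccl6*, upregulated and 2 adjusted over the list alone (adjusted p 0.210). *Apoe* had 1337, 752 and 1227 CPM (-1.31 ± 0.84, adjusted p 0.735) and *Itgax* 28.7, 23.4 and 15.6 CPM. The direct comparison of MLIV with FD gave 0 of 29 past the test over all genes with 9 libraries and 25 adjusted over the list alone (median 1.39, camera adjusted p 6.84e-18, 0.285 with the estimated correlation). With 8 libraries 23 were higher in MLIV (27 higher and 1 lower over the list alone, adjusted p 0.0106 with the estimated correlation). Table S3 was at hand for the first 1996 of its 8427 genes, and the other disease models were not analysed here. From the genes that changed alike in MLIV and the other disease models, the paper reasons that these appear to share the pattern of its aging models whatever the condition, and it states that FD microglia lacked the DAM pattern.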

To validate this observation, we evaluated the protein expression level of APOE, GAPDH, CTSD, CD68, and DAP12. In our experiment, we were not able to measure the statistical difference in the expression level of GAPDH between the different groups. Significantly increased expression of HIF1a (Fig. 1), DAP12 (Additional file 4: Figure S4b), and APOE (Additional file 4: Figure S4b) was measured by western blot when comparing ML4 to WT (*p* < 0.05, *N* = 4, Mann-Whitney test). CD68 and CTSD expression levels were evaluated by double immunofluorescence with IBA1 (Additional file 4: Figure S4c), and positive double staining was observed in the hippocampus of 2-month-old ML4 mice.

**Fig. 4:**
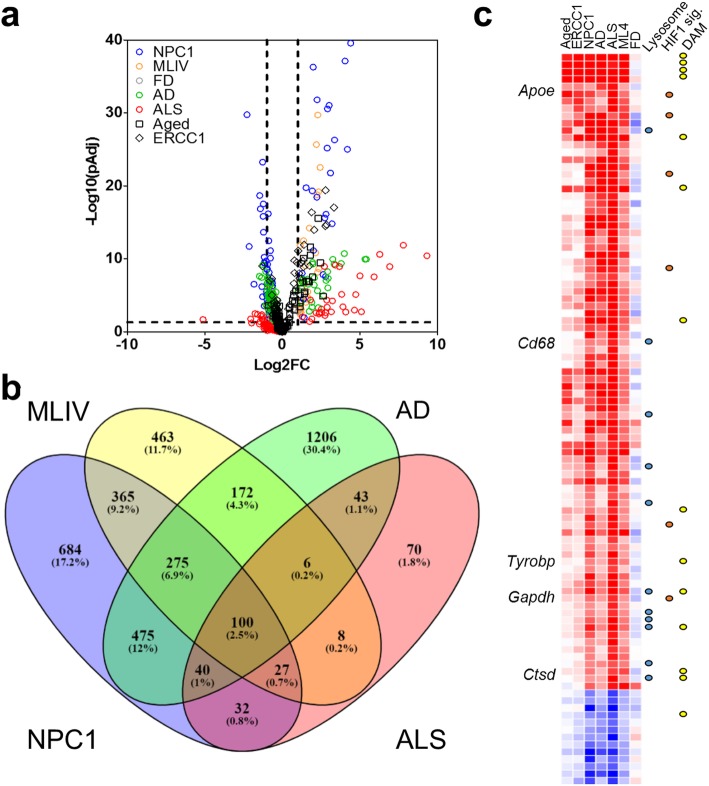
Comparison of microglia transcriptomes in diseases with neuroinflammation. **a** Volcano plot differentially expressed genes *X* = Log_2_ fold change vs control, *Y* = − Log_10_(*p*). The data are supplied in Additional file 7: Table S3. The dashed lines are set at the *p*Adj of 0.05 and Log2 fold change of – 1 and 1 on *Y*- and *X*-axis, respectively. **b** Venn diagram of the significantly differentially expressed genes (*p*Adj < 0.05, Log2FC > 1) genes in ALS (SOD1), AD (APP), NPC1, and MLIV disease mouse models. **c** Heatmap of the 100 modified genes AD, ALS, MLIV, and NPC1 diseases across aging (aged and ERCC1) and FD datasets. Yellow: DAM markers. Orange: HIF1 signaling. Blue: lysosome. The heatmap with all genes labeled is provided in Additional file 4: Figure S4a

## Discussion

Neuroinflammation is a common feature shared by several neurodegenerative diseases and a subset of rare LSD [16, 55]. Most of the data available have focused on the neurotoxicity or protective function of the microglia in the context of the studied pathology. Transcriptomic analysis of whole brain-isolated microglia revealed no major differences between healthy and non-reactive microglia in the context of FD. 

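Gene lists were compared between FD and WT microglia with and without the library labelled WT replicate 3. Cytosolic ribosomal protein genes had a median log2 fold change of -0.60 with all 9 libraries (camera adjusted p 2.54e-14, 0.725 with the estimated correlation) and -0.05 in the 8-library fit (0.0531). Lysosomal genes had -0.29 (2.04e-04, 0.763) and -0.10 (0.453), and type I interferon-stimulated genes -0.39 (0.00749, 0.775) and 0.19 (0.0269, 0.882). *Rpl29* was the 1 ribosomal protein gene past the test in FD. Of 9 neutrophil marker genes 0 passed over all genes and 7 were lower in FD when adjusted over the list alone (median -3.58, 7.93e-13, 0.147), with *Lcn2* (chromosome 2, 32384637 to 32387739), outside that list, lower by edgeR (-3.72 ± 0.66, adjusted p 0.0342, 3.54e-06 to 0.871 over the alternatives), a call lost without WT replicate 2 (0.0530), the library labelled WT replicate 3 (0.0616), FD replicate 1 (0.0902) or MLIV replicate 1, 2 or 3 (0.0604 to 0.0937). Of 11 astrocyte marker genes *Slc1a3* alone passed (median -0.12, 0.143), and of the monocyte markers 0 (median -1.06, 0.00938, 0.725).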

A similar lack of activation of the microglia also occurs in Pompe disease, a lysosomal glycogen storage disease (unpublished observation). The absence of activation is supported by functional analysis of microglia metabolism and free radical production which are unmodified.

One limitation of the current manuscript is that we have not established that the pattern of microglia activation observed in the MLIV mouse model is applicable to the human disorder. Future studies could explore expression of DAM markers in human brain tissue. In addition, in the present work, we report *Ccl5*/CCL5 as one of the most significantly overexpressed gene in mouse models of lysosomal storage diseases with neuroinflammation correlating with the microgliosis. This observation is not restricted to lysosomal storage diseases but did not translate to human, limiting its potential as a biomarker in MLIV. The use of CCL5 as a biomarker in neurodegenerative diseases has been controversial with conflicting results depending on the study [49, 56].

A similar upregulation of genes in IFN pathway has been observed in microglia from neuronopathic Gaucher and Krabbe disease mice [23], but not in NPC1 or Sandhoff disease animals [23]. Thus, activation of interferon signaling may only occur in a specific subset of LSD. However, Vitner et al. [23] showed that genetic ablation of *Ifnar1*, a key effector receptor of type I interferon signaling, in Gaucher mice had no impact on survival. Therefore, it is unclear how interferon signaling is involved in the pathological cascade of these LSD, including in MLIV; future studies examining genetic or pharmacological ablation of type I interferon signaling in MLIV mice will be required to shed light into this important question.

Functional and transcriptomic analysis supports the premise that microglia activation is driven by surrounding cells, “death,” rather than the sole loss of lysosomal protein or their functions. Comparison of transcriptomes shows similarities between neurodegenerative disease, AD, aging, ALS, MLIV, and NPC1. Based on this observation, treatments reducing microglial activation in the first three diseases and reducing disease burden should be evaluated in MLIV. Work by Boudewyn et al. [29] have shown that miglustat, a drug which decreases microgliosis in NPC1 mice, is effective in MLIV. Based on these observations, we could expect the inhibition of receptor-interacting protein kinase 1 or 3, which have been suggested to reduce the neuroinflammation in lysosomal storage diseases [57, 58] and could be considered for therapeutic intervention in MLIV.

Among the 87 genes with increased expression in the four disorders with neuroinflammation, 11 encode for lysosomal proteins, indicating that lysosomes may be involved in microglial dysregulation in neurodegenerative diseases and, to a lesser extent, in aging. 

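Lysosomal genes were tested from a list of 76 hydrolases and membrane proteins. In the 8-library fit, without the library labelled WT replicate 3, 11 were upregulated (1 to 39 without 1 more library) and 1, *Mcoln1*, downregulated in MLIV microglia, and 37 and 1 when adjusted over the list alone (median 0.48, camera adjusted p 4.92e-26, 0.106 with the estimated correlation). *Npc2* (chromosome 12, 84754559 to 84773112, 1.17 ± 0.20, adjusted p 0.00598) and *Ctsz* (chromosome 2, 174427494 to 174438992, 0.99 ± 0.15, adjusted p 0.00155) were among them, whereas *Hexa* (chromosome 9, 59539667 to 59565105, 0.70 ± 0.19, 0.0963) did not pass. All 9 libraries gave 0 between MLIV and WT (median 0.29, 6.15e-15, 0.270 with the estimated correlation), and 4 were higher in MLIV than in FD (median 0.59), *Glb1* (chromosome 9, 114401078 to 114474379, 1.44 ± 0.27, adjusted p 0.0266, 5.37e-05 to 0.102 over the alternatives), *Lamp1*, *Psap* and *Ctsh*. None of these 4 passed without MLIV replicate 1 (0.102, 0.178, 0.106, 0.127), MLIV replicate 2 (0.0869, 0.164, 0.0909, 0.106) or MLIV replicate 3 (0.0760, 0.112, 0.0579, 0.105). *Glb1* also failed without FD replicate 3 (0.0518), *Ctsh* without FD replicate 1 (0.0777) and *Lamp1* without WT replicate 2 (0.0566) or FD replicate 1, 2 or 3 (0.0556 to 0.100). Over all genes, calls between MLIV and FD rose from 151 to 298 without WT replicate 1 and to 440 without the library labelled WT replicate 3.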

The last enriched gene set includes HIF1-responsive genes (5/87), a pathway involved in microglia activation and energy metabolism [59]. This pathway or its target genes have previously been shown to be overexpressed in microglia from AD, ALS, and NPC1 mice [16, 24, 60].

The microglial transcriptomic signature analysis of disease state suggests a strong overlap between disease and aging. A subset (14%) of the shared modified genes in neurodegenerative disease and aging is DAM-associated markers, suggesting these cells might be participating in the pathology of MLIV. Our results cannot define if the presence of microglia in the pathologic areas is beneficial or deleterious; however, they strengthen the relevance of studying these specific microglia subpopulations. The recent demonstration of anti-CD22 treatment effectiveness to improve memory function in aged mice [61] suggests this approach could be applied to MLIV which like NPC1 and aged animals display a significant overexpression of this gene.

## Conclusions

The results presented in this paper for MLIV microglia, along with our prior characterization of NPC1 microglia, suggest that microglia from common and rare neurodegenerative diseases share similarities in their activation pattern. Specifically, transcriptome and functional analysis indicate that both NPC1 and MLIV microglia resemble microglia isolated from AD and ALS mouse models. Our results thus strengthen the concept of a disease-associated microglia population in these disorders with neuroinflammation. Based on these observed homologies, therapeutic approaches modulating microglia function may be applicable to both common and rare disorders.

## Supplementary information

**Additional file 1: Figure S1**. Gating strategy and cell purity evaluation. a, Representative FACS plot of 2-month-old wild type, FD and ML4 (from left to right) microglia. **b**, Bar graph of the Read counts in each replicate for monocyte/macrophage specific (*Pf4*), oligodendrocyte (*Mog* and *Sox10*), Neuron (*Map2*, *Snap25*, *Isl2* and *Mnx2*), astrocyte (*Aldh1a1* and *S100b1*) and microglia (*Cx3cr1*, *Tmem119* and *P2ry12*) markers.

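Microglial markers were abundant in every library: *P2ry12* (chromosome 3, 59216271 to 59262831) at 1864 to 2794 CPM, *Tmem119* (chromosome 5, 113793729 to 113800352) at 940.5 to 1843 and *Cx3cr1* (chromosome 9, 120048683 to 120068296) at 3285 to 5918. *Pf4* (chromosome 5, 90772435 to 90773383) of border macrophages had 1.34 to 21.4 CPM, and the neuronal *Snap25* (chromosome 2, 136713450 to 136782428) 1.02 to 7.10 CPM. *Mog* (chromosome 17, 37010740 to 37023398), *Sox10* (chromosome 15, 79154913 to 79164490) and *Map2* (chromosome 1, 66175329 to 66442583) stayed at or under 1.07, 1.19 and 5.32 CPM, and the astrocyte genes *Aldh1a1* (chromosome 19, 20601982 to 20643462) and *S100b* (chromosome 10, 76253836 to 76261319) at or under 1.65 and 3.68 CPM. *Mnx2* matched no gene of the counts. Of the 10 markers of the study that could be tested, 0 differed between MLIV and WT in the 8-library fit (median -0.30, camera adjusted p 0.507) or with all 9 libraries.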

**Additional file 2: Figure S2**. Transcriptomic analysis of 2-month-old Fabry Disease and Mucolipidosis type IV mice microglia. Differential expression was set at + or – 1Log2-fold divergence *vs*. control with pAdj<0.05. *p<0.01, **p<0.001. 

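Counts past the legend's thresholds, an adjusted p below 0.05 and an absolute log2 fold change above 1, were also taken from the authors' deposited table of each comparison. In the authors' deposited table of MLIV against WT, 215 genes lie above and 26 below these thresholds, beside 174 and 8 in the 8-library fit and 0 and 0 with the 9 libraries as labelled. In the authors' deposited table of FD against WT they are 45 and 49, beside 23 and 24 here. Of 11207 and 13369 genes with an adjusted p in the authors' deposited table for MLIV and FD, 592 and 69 have a positive change and 140 and 66 a negative one at an adjusted p below 0.05 with any fold. Across genes, which are not independent replicates, the log2 fold changes of the fit with all 9 libraries correlate with those of the authors' deposited table at Pearson r 0.71 and Spearman rho 0.888 for FD and 0.544 and 0.838 for MLIV. Those of the 8-library fit correlate at 0.603 and 0.862 for FD and 0.455 and 0.832 for MLIV. The 8-library values cover 17440 genes and those with all 9 libraries 15340. They therefore cannot tell which fit lies nearer the authors' deposited table. In that table 430 genes for MLIV and 86 for FD have an adjusted p below 0.01 with any fold. At the legend's thresholds, which unlike these set a fold, the 8-library fit called 162 of the 430 in the same direction. The fit with all 9 libraries called 0, and of the 86 each fit called 38. At an adjusted p below 0.05 with any fold the 8-library fit had 244 of the 430 and 41 of the 86. The fit with all 9 libraries then had 0 and 42.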

Pathway analysis performed with gProfiler (A), ConsensusPathDB (B), STRING (C) and WebGSALT default settings. Data are in Additional file 5: Table S1 and Additional file 6: Table S2.

**Additional file 3: Figure S3**. Double immunostaining for IBA1 and CCL5 in cerebellar section from 2-month-old wild type (WT), FD, MLIV and NPC1 mice. The scale bar is 20 μm.

**Additional file 4: Figure S4**. Expanded Fig. **4****c. a** Enlarged heatmap with all genes labeled. **b** Western blot analysis of GAPDH, B-Actin, DAP12, APOE on 100,000 microglia lysates. N=4. **c** representative IBA1/CD68 immunostaining of WT, FD and ML4 mice hippocampus (DG). **d** representative IBA1/CTSD immunostaining of WT, FD and ML4 mice hippocampus (DG). Scale bare is 10 μm.

**Additional file 5: Table S1**. List of genes expressed in Fabry disease mice microglia with expression as log2 fold change *vs.* WT.

**Additional file 6: Table S2**. List of genes expressed in mucolipidosis type IV mice microglia with expression as log2 fold change *vs.* WT.

**Additional file 7: Table S3**. raw data used to build Fig. **4****a** with expression as log2 fold change *vs.* controls.

## Data Availability

The sequencing data are available on Gene Expression Omnibus under the accession number GSE112895. Mouse models are available from the Jackson Laboratory.

## Abbreviations

AD: Alzheimer’s disease
ALS: Amyotrophic lateral sclerosis
CLN3: Neuronal ceroid lipofuscinosis 3
DAM: Disease-associated microglia
DCFDA: 2′,7′-Dichlorofluorescin diacetate
FD: Fabry disease
HIF1: Hypoxia inducible factor 1
IRF: Interferon regulatory factor
MLIV: Mucolipidosis type IV
WT: Wild type

# Supplementary material for: Unique molecular signature in mucolipidosis type IV microglia
**Source:** J Neuroinflammation. 2019 Dec 28;16:276. doi: 10.1186/s12974-019-1672-4
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Transcriptomic analysis of 2-month-old Fabry Disease and Mucolipidosis type IV mice microglia. Differential expression was set at + or – 1Log2-fold divergence vs. control with pAdj<0.05. *p<0.01, **p<0.001. Pathway analysis performed with gProfiler (A), ConsensusPathDB (B), STRING (C) and WebGSALT default settings. Data are in Additional file 5: Table S1 and Additional file 6: Table S2.

Fig. S2

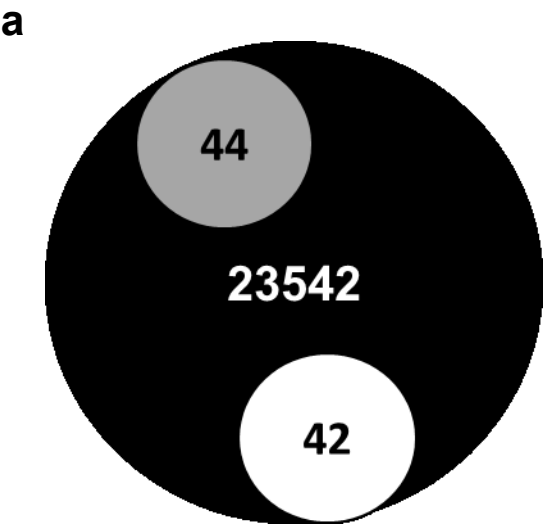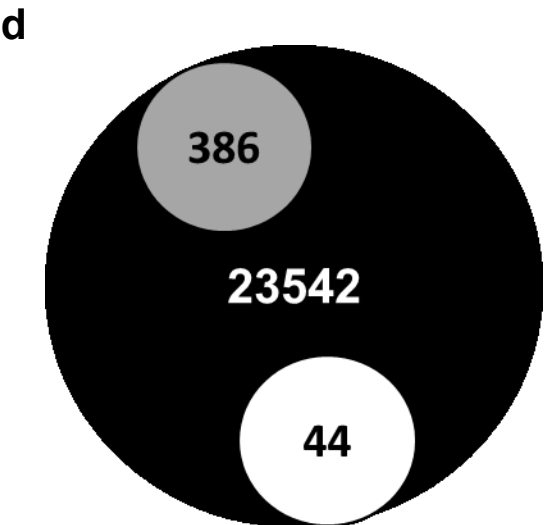

b

Up regulated	A	B	C	D
NOD-like receptor signaling pathway	**	*	***	***
Estrogen signaling pathway	*	0.03		***
mRNA surveillance pathway	0.03		**	**
Prostate cancer	0.03		**	**
T cell receptor signaling pathway	0.04		**	*
B cell receptor signaling pathway	0.05		**	*

c

Down regulated				
Lysosome	0.01		***	**

e

Up Regulated	A	B	C	D
Glycosaminoglycan degradation	***	**	***	***
Lysosome	***	***	***	***
Complement and coagulation cascades	***	***	***	***
Parkinson's disease	***	***	***	***
Alzheimer's disease	***	***	***	***
Ribosome	***	***	***	***
Phagosome	***	***	***	***
Rheumatoid arthritis	***	***	***	***
Other glycan degradation	***	***	***	***
Huntington's disease	***	*	***	***
Antigen processing and presentation	***			*
Metabolic pathways	***		***	***

f

Down regulated				
FoxO signaling pathway	*	*		0.01
ErbB signaling pathway	0.03		**	0.03
Fc gamma R-mediated phagocytosis	0.03		**	0.03
Insulin signaling pathway		**	**	0.05
Fc epsilon RI signaling pathway		0.02	**	0.03

How the deposited data were processed for this re-analysis (not part of the article)

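RNA sequencing of sorted microglia was analysed in 9 libraries, 3 each labelled WT, FD and MLIV. The authors prepared the libraries with a stranded kit, aligned the reads with STAR 2.5.1 to mm10 and, per the file header, counted reads per gene with featureCounts 1.4.6-p3 in 1 command over 21 libraries, of which 9 were used here. The deposited counts cover 24421 genes, are whole numbers and were not normalized. The command carries no option for strand or for read pairs, so each mate was counted singly and on either strand. The authors also deposited a table for FD against WT and for MLIV against WT. In these deposited tables the mean normalized signal, the log2 fold change with its standard error, the test score and the p-value with its adjusted form were made by the authors with DESeq2. The version of DESeq2 and the design formula the authors used are not given in the sources used here. All per-sample columns of the count table were used, with 0 left out.

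From the counts, genes were kept by edgeR's filterByExpr with the 3 groups (15340 genes with 9 libraries, 17440 with 8), scaled with TMM factors (0.921 to 1.15) and fitted with 1 mean per group by edgeR's robust quasi-likelihood model. Groups were compared as MLIV against WT, FD against WT and MLIV against FD, the last of which tests whether the changes of both mutants differ. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, and counts with no fold threshold are given beside. Members of gene lists are counted at an adjusted p below 0.05 with any fold. Errors of fold changes are the log2 fold change divided by the square root of the F statistic. Of 45 gene lists with 840 symbols, 7 symbols matched no gene (*Mnx2*, *Ly6g*, *Trac*, *Trbc2*, *Ighm*, *Ighd* and *Iglc2*), and 42 lists with at least 3 tested genes were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Biostrings 2.70.1 were used.

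Choices made before the data were examined were the sample groups, the tests, the gene lists, the alternatives and the rule for genes named in the text. That rule takes each gene the paper names for these transcriptomes, for FD against WT and MLIV against WT the 10 genes with the highest and the 10 with the lowest change among those past an adjusted p of 0.05 whose groups do not overlap, 5 and 5 for MLIV against FD, up to 4 members of each list with the smallest p, and *Mcoln1* and *Gla*. Values in the paper's tables and figures count as seen by then. All 52 FD and 194 MLIV-against-FD genes with an adjusted p below 0.05 were without overlap. Overlap was examined only among these genes. For 3 against 3 libraries chance gives 10% of genes without overlap, and the share over all genes was not computed. *Nlrp1a*, *Nlrp1c-ps*, *Npc1*, *Cd74*, *Rn45s*, *Slc1a3*, *Gatm*, *Spint1*, *S100a9* and *S100a8* were added after their values were seen, as were the genes named from the 8-library fit. Results of single genes withheld for evaluation are not reported here.

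Alternatives set beforehand were DESeq2 without and with its prior on fold changes, RLE factors and library totals in place of TMM, no filter on low counts or at least 10 counts in every library, only the 2 groups compared, the replicate number of the labels as a block, no ribosomal RNA and ribosomal protein genes, no fold threshold, and the removal of each library. For lists they were camera with an estimated correlation, fry, RLE factors, the block and the removal of each library. Chosen after seeing the data were an adjusted p below 0.01 with no fold threshold, the removal of genes on X and Y, and the repeat of every setting on 8 libraries without the library labelled WT replicate 3.

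Totals per library had a median of 33255744 counts in the libraries labelled WT, 30626446 in FD and 33805545 in MLIV. Between 12032 (FD replicate 3) and 22932 (WT replicate 1) genes had a count. FD replicate 3 lay apart from all others, at 4.98 on the first axis of a multidimensional scaling against -1.09 to 0.177, and its correlation with them was 0.863 to 0.891. Leaving it out gave 69 genes in place of 47 for FD against WT, 142 in place of 151 for MLIV against FD and, in the 8-library fit, 401 in place of 182 for MLIV against WT. WT replicate 1, 1 of the 2 WT libraries of the 8-library fit, lay apart on the second axis, at 3.51 against -1.16 to 1.56. It had the lowest total and 20312 genes with at least 10 counts, against 11751 to 16155 in the others. It correlated with WT replicate 2 at 0.922, and removing it from the 8-library fit leaves 1 WT library. A gene at 0 counts is set against a floor of 3 counts in that library, and intervals and floors cover counting error only. The count table lists no mitochondrially encoded gene, so their share of the reads could not be assessed. No pair of libraries was a duplicate: the lowest chi-square per gene of 36 pairs, between WT replicate 2 and the library labelled WT replicate 3, was 6.98, where sampling noise alone gives 1.

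The procedure was tested on simulated data for the MLIV against WT comparison, with spread and depth taken from the libraries. All libraries of a group were drawn around the same mean, so a WT library at MLIV levels was not simulated. Genes were called there at an adjusted p below 0.05 with any fold. With 9 libraries edgeR recovered 21.0% of genes changed by a log2 fold of 1 and 59.1% of those changed by 2, with 4.29% of its calls false over 5 draws. With 8 libraries it recovered 21.8% and 54.7%, with 6.40% false. DESeq2, in 1 draw each, recovered 34% and 68% with 28.2% false for 9 libraries and 25% and 58% with 27.2% false for 8. The flow cytometry, western blots, ELISA, staining and the transcriptomes of other models were not analysed here. Tables S1, S2 and S3 were held in part, so no overlap or enrichment was tested on them.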

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

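Tests of a wrong label, of mixed RNA, of activated microglia, of blocks of FD genes and of sex for ribosomal protein genes were chosen after the result was seen, whereas those of sex for FD genes, of length and GC content and of other splits of the libraries were written before it.

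The library labelled WT replicate 3 had *Apoe* at 6760.84 CPM, beside 925 and 531 in the other WT libraries, and *Mcoln1* at 0.132595% of their mean (exact Poisson 95% interval 0.0161 to 0.479%). That share argues against MLIV RNA mixed into a WT library, which would leave *Mcoln1* at the share of WT RNA, and the same 0.132595% argues against activated microglia of a true WT mouse, in which at least 50% was set as the bound. A wrong label on that library is a candidate explanation: in a regression of the authors' deposited log2 fold changes for MLIV against WT on the 9 libraries over 7536 genes, its weight was 0.317386, beside -0.418 and -0.373 for WT replicates 1 and 2 and 0.110 to 0.239 for the MLIV libraries (with more than 50 counts in every library 0.213, beside 0.218 to 0.222 for MLIV), and for FD against WT 0.0871, or -0.0372 with that minimum, beside -0.282 and -0.247, or -0.429 and -0.437, for WT replicates 1 and 2. The paper's western blots of HIF1α, DAP12 and APOE, CD86 and ECAR run higher in MLIV than in WT, which does not settle the label. Other values do not settle it either, since over all genes tested this library correlated most with WT replicate 2 (0.956), each MLIV library most with this one (0.952, 0.951 and 0.942, beside 0.932 to 0.943 among the MLIV libraries), and its neutrophil markers, at a median of 1.03 on the centred log2 scale, lay with WT replicates 1 and 2 (1.01 and 0.844) and below the MLIV libraries (1.80 to 3.43).

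In FD microglia *Slc1a3* (3.68848 on the log2 scale), *Gatm* (2.72112) and *Ccr6* (5.11644) changed against WT, and the text of the article names none of them. Of the 50 autosomal genes past an adjusted p of 0.05, 40% have another such gene within 2 Mb. In 10000 random draws the median was 12% and the highest value 40% (permutation p 3.0e-04). Strain or colony variants linked in blocks would give this for part of these genes. *Nlrp1a*, *Nlrp1b*, *Nlrp1c-ps*, *Ccr6*, *Spint1* and *Rpl29* are among those with such a neighbour. *Xist* averaged 1445.59 CPM in the FD libraries, in which *Ddx3y* reached at most 0.0622 CPM, and 1.82 CPM in those labelled WT, in which *Ddx3y* had 89.2 to 118 CPM, so the FD libraries go against the males that the paper's *Gla* y/- stands for. The difference between MLIV replicate 1, without *Ddx3y*, and MLIV replicate 3, with it, signed by the FD direction, had a median of -1.16643% of the FD change, but with 1 library of each kind (interquartile range 0.56 against a median change of 2.09) sex cannot be told apart from the FD genotype. The paper states that the *Gla* line was kept as homozygotes, whereas *Mcoln1* heterozygotes were intercrossed for mutant and control littermates, so colony and FD genotype go together, and both stay open, untested, with the age and the parents of the mice.

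In MLIV replicate 2 *Xist* had 1026.49 CPM although *Ddx3y* had 26.6 CPM, where the libraries labelled WT had 0.523 to 4.10 CPM of *Xist* and 89.2 to 118 of *Ddx3y*. No test was run on how both came into 1 library. The direct comparison of MLIV with FD called 151 genes, a difference in which colony and sex are not told apart from the mutations. Neutrophil markers had a median log2 fold change of 5.3125 in it. Their summed CPM was 147 to 274 in MLIV, 26.2 to 55.3 in the libraries labelled WT and 1.34 to 5.48 in FD. The sort took CX3CR1+ CD45+ CD11b+ cells, and no explanation of these markers was tested.

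Ribosomal protein genes were higher in MLIV than in FD (median 1.39), 17 of 83 past the test and 1, *Rpl29*, without any 1 MLIV library. The genes nearest to them in length, GC content and expression moved by 28.4272% of that (518 genes, median 0.40, interquartile range 0.79), between the bounds set. They stayed longer (median 1049 against 703 bases) and less expressed (6.08 against 7.30 log2 CPM), so a bias of length or GC content cannot be told apart from a change here. Sex as the whole cause is argued against by their change between FD and WT in the 8-library fit, -3.94396% of it, since *Xist* and *Ddx3y* differ between those groups too. A difference of genotype stays open as an untested hypothesis, as does one of RNA quality or depletion, ribosomal RNA genes taking 4.38 to 4.69% of counts in FD and 6.81 to 7.71% in MLIV. Other splits of the libraries were too few, 10 for each comparison, for a share under 0.05. MLIV against WT gave 0 genes in the real split and 0 as the highest other, so 10 splits reached it. FD against WT gave 47 and 1, with 1 split as high, and MLIV against FD 151 and 0, with 1.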

How the results depend on the processing

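Settings chosen after the results were seen were an adjusted p below 0.01 with no fold threshold, the removal of X and Y genes, and all settings repeated on 8 libraries without the library labelled WT replicate 3. Unless a cause is named, the cause was not tested.

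MLIV against WT gave 0 genes with all 9 libraries, 11 with DESeq2 (7 higher, 4 lower) and 6 with its prior (5 and 1). Removing 1 library gave 0 to 182 genes, 182 without the library labelled WT replicate 3 and 4 without FD replicate 3. All other alternatives gave 0. With 8 libraries the 182 genes (174 higher, 8 lower) became 350 with no filter on low counts, 376 with only the 2 groups compared, 296 with no fold threshold and 120 without ribosomal RNA and ribosomal protein genes, and 77 (without WT replicate 1) to 401 (without FD replicate 3) when 1 more library was left out. The other settings kept the count within 1.5 times, from 143 at an adjusted p below 0.01 to 262 with the block, and library totals changed the split to 112 higher and 32 lower.

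FD against WT, 47 genes, became 121 with DESeq2, 85 with its prior and 26 at an adjusted p below 0.01. Other settings gave 33 to 70 genes, and the removal of 1 library 37 to 69. The 8-library fit, also at 47, gave 97 and 76 with DESeq2 without and with its prior, 130 with no filter, 31 with only the 2 groups and 26 at an adjusted p below 0.01. Leaving out 1 more library gave 29 (MLIV replicate 2) to 86 (FD replicate 3), with 31 without WT replicate 2.

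MLIV against FD, 151 genes, became 664 with DESeq2, 335 with its prior, 284 with library totals, 285 with no filter, 338 with at least 10 counts in every library, 361 with only the 2 groups, 81 with the block and 51 at an adjusted p below 0.01. Removing 1 library gave 51 to 440: 298 without WT replicate 1, 440 without the library labelled WT replicate 3, 100 without FD replicate 1, and 56, 51 and 54 without MLIV replicates 1, 2 and 3, and 92 higher and 59 lower became 82 and 128 without FD replicate 2. The 440 genes of the 8-library fit (307 higher, 133 lower; 228 and 204 with library totals) became 693 with DESeq2, 738 with no filter and 982 with no fold threshold, and 278 (without MLIV replicate 1) to 573 with 1 more library left out, with 288 without MLIV replicate 2.

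The gene lists rest on the preset correlation. With 9 libraries 25 of 42 lists passed for MLIV against WT (22 to 32 without 1 library), 0 with the correlation estimated and 0 by fry. For FD against WT they were 22, 0 and 1, and for MLIV against FD 27, 0 and 2 (25 to 27 without 1 library). With 8 libraries 24 lists passed for MLIV against WT (24 to 29 without 1 more), 7 with the estimated correlation and 18 by fry. For FD against WT they were 14, 0 and 0, and for MLIV against FD 26, 5 and 25 (24 to 28 without 1 more). For FD the removal of 1 library gave 14 (without the library labelled WT replicate 3) to 26 lists with 9 libraries, and 7 (without FD replicate 1) to 20 in the 8-library fit.

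The replicate number of the labels as a block changed FD against WT to 34 genes and MLIV against FD to 81. Residuals of libraries with the same number correlated at -0.32 to 0.21, 1 of 9 pairs above 0.1, and those of different number at -0.33 to 0.48, 6 of 18, so the numbers do not pair the libraries.

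Among named genes, *Ly9* in FD against WT reversed, from -0.10 to 0.88 without the library labelled WT replicate 3 (adjusted p 0.022), with -0.42 to 0.88 over the single-library removals. Of the named-gene values 7146 in FD against WT, 6235 in MLIV against FD and 7151 in MLIV against WT kept their side of the threshold, 500 of these with a change of sign while past it under neither setting, 93, 815 and 123 newly passed it, and 38, 213 and 0 no longer did. Depth limits genes at or under the floor of 3 counts, such as *Spint1* in the FD libraries, to counts rather than folds.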

Differences from the paper's values

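The paper states 44 genes upregulated in FD microglia, and 23 were found here with all 9 libraries. Of the alternatives set before the data were examined, DESeq2 (45), DESeq2 with its prior (40) and no filter on low counts (31) come within 1.5 times of it, and the others, at 18 to 29, do not. The paper states 42 genes downregulated in FD, and 24 were found. DESeq2 with its prior (45), no filter (39), the removal of WT replicate 1 (28) and that of FD replicate 3 (40) come within 1.5 times, and DESeq2 without the prior (76) and the other alternatives, at 13 to 27, do not.

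The paper states 386 upregulated and 44 downregulated genes in MLIV, and 0 and 0 were found with the 9 libraries as labelled. No alternative set before the data were examined comes within 1.5 times of either. DESeq2 gave 7 and 4, DESeq2 with its prior 5 and 1, the removal of FD replicate 3 gave 3 and 1, that of the library labelled WT replicate 3 gave 174 and 8, and the rest 0 and 0. Of settings chosen after seeing the values, all on the 8 libraries, no filter on low counts gave 306 and 44 and does not call 207 of the 430 genes the authors' deposited table has at an adjusted p below 0.01. Likewise chosen after seeing the values, only the 2 groups compared gave 322 and 54 (219 of the 430 not called), the further removal of FD replicate 3 gave 327 and 74 (216) and no fold threshold 270 and 26 (186). The authors' deposited fold changes weight the library labelled WT replicate 3 like the MLIV libraries. Its weight was 0.213, beside 0.218 to 0.222 for MLIV, over genes with more than 50 counts in every library. No setting placed it in the MLIV group, so the paper's counts were not set against such a fit.

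The paper's legends set the thresholds at an adjusted p below 0.05 and a log2 fold change above 1. In the authors' deposited table the paper's counts are met at an adjusted p below 0.01 with no fold threshold, and in the authors' deposited table the legend's thresholds give 215 and 26 genes for MLIV and 45 and 49 for FD. Apart from the setting with no fold threshold, the counts set against the paper's above use the legend's thresholds, so unlike thresholds are compared there. At an adjusted p below 0.01 with no fold threshold, chosen after seeing the data, edgeR gave 15 and 11 genes for FD with all 9 libraries. For MLIV it gave 0 and 0 with 9 libraries and 139 and 4 in the 8-library fit. The columns of Table S3 headed as adjusted p equal the unadjusted p in the authors' deposited table in 1940 of 1940 genes held for each disease, to within 1e-06, and the adjusted p in 5 of 1850 for FD and 15 of 1671 for MLIV.

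Among single genes, the paper places *Ccl5* second to *Ifit2* in MLIV, whereas in the 8-library fit the log2 fold change of *Ccl5* (4.23, adjusted p 0.141) exceeded that of *Ifit2* (3.24, 0.00192). With DESeq2 and its prior on the 8 libraries, chosen after seeing the values, *Ccl5* had 1.04, below *Ifit2* (2.63) and *Ifit3* (2.06), and this setting does not call 259 of the 430 genes the authors' deposited table has at an adjusted p below 0.01. Of the genes it names as neurotoxic, *Cd22* passed in that fit (3.14e-04) and *Il1b* (0.277) and *Cybb* (0.107) did not, and Fig. 2b places *Cd22* among the neuroprotective genes. *Igf1* passed (0.0267) and *Gpnmb* did not (0.530). Of the 7 HIF1 targets it names, *Aldoa* (0.0106), *Igf1* and *Nampt* (0.0307) passed, and *Bnip3* (0.195), *Egln3* (0.633), *Pgk1* (0.715) and *Vegfa* (0.543) did not, though all 7 had a positive change. The paper gives higher CD86 at the cell surface, and *Cd86* transcripts did not pass (0.38, 0.345).

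Settings of the 8-library fit chosen after seeing the values pass some of these genes and lose others. With DESeq2 *Ccl5* (0.0211) and *Cybb* (8.95e-04) passed, and with its prior these and *Gpnmb* (0.0338). With no filter on low counts *Ccl5* (1.05e-17), *Cybb* (1.13e-10), *Gpnmb* (0.0301) and *Pgk1* (0.00338) passed. With only the 2 groups compared *Ccl5* (1.88e-08), *Il1b* (0.0133), *Cybb* (3.11e-06), *Gpnmb* (2.41e-04), *Bnip3* (0.00397), *Egln3* (0.00222) and *Pgk1* (8.89e-04) passed. Without FD replicate 3 *Ccl5* (2.42e-08), *Il1b* (0.00930), *Gpnmb* (0.0231), *Bnip3* (0.00174), *Egln3* (0.0248), *Pgk1* (0.00153) and *Cd86* (0.0186) passed, and without FD replicate 2 *Cybb* (5.44e-04). *Ifit2* no longer passed with the replicate block (0.0561) or without WT replicate 1 (0.0742) or 2 (0.0511), *Aldoa* in 4 settings (0.0596 to 0.304), *Nampt* in 6 (0.0526 to 0.570) and *Igf1* in 8 (0.0547 to 0.124), while *Cd22* passed in all. *Vegfa* passed against WT under none of the settings run on 8 libraries. By edgeR with the 9 libraries as labelled each of the 15 genes of both paragraphs had an adjusted p of 0.999.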

Other observations

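Of 9 neutrophil markers tested, *S100a8*, *S100a9*, *Ltf*, *Ngp* and *Mmp8* were higher in MLIV than in FD microglia with all 9 libraries, and 7 when adjusted over the list alone. *S100a8* had 39.2, 26.8 and 61.6 CPM in MLIV, 5.82 to 13.4 in the libraries labelled WT and 0 to 1.31 in FD, the lowest FD library being under the floor of 3 counts (6.15 ± 0.92, adjusted p 0.0201, 3.89e-06 to 0.127 over the alternatives). Each of the 5 calls was lost without some single libraries. For *S100a8* these were WT replicate 2, FD replicate 2 and MLIV replicates 1, 2 and 3 (adjusted p 0.0531, 0.0648, 0.127, 0.0963, 0.105), and for *S100a9* FD replicates 1 and 3 (0.0501, 0.0757). For *Ltf* they were MLIV replicates 1 and 3 (0.0523, 0.0564), and for *Ngp* and *Mmp8* WT replicate 2, FD replicates 1 and 2 and MLIV replicates 1, 2 and 3 (0.0613, 0.0981, 0.0562, 0.133, 0.133, 0.118 for *Ngp* and 0.0613, 0.0946, 0.0562, 0.122, 0.176, 0.147 for *Mmp8*). The list's camera adjusted p was 2.39e-14 between MLIV and FD, 0.162 with the estimated correlation. Between MLIV and WT in the 8-library fit 0 of 10 passed (median 2.12, adjusted p 0.00141, 0.237 with the estimated correlation).

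Cytokine and chemokine genes rose in part in MLIV microglia in the 8-library fit, without the library labelled WT replicate 3: *Ccl3*, *Ccl12*, *Cxcl16*, *Csf1*, *Igf1* and *Spp1* passed, 6 of 25 (4 to 11 without 1 more library), and 11 when adjusted over the list alone (median 1.45, camera adjusted p 1.98e-17, 0.0501 with the estimated correlation). Of 22 heat shock genes 0 passed over all genes and 7 over the list alone (median 0.60, adjusted p 1.66e-11, 0.121 with the estimated correlation), and of 57 NOD-like receptor genes *Ccl12* alone (median 0.09, adjusted p 0.0115, 0.331). Cell cycle (median 0.43, adjusted p 0.00465, 0.445), sterol synthesis (median 0.23, adjusted p 0.225) and immediate early genes (median -0.02, adjusted p 0.959) had 0 genes past the test over all genes or over the list alone. These counts depend on FD replicate 3. Without it 9 heat shock and 4 cell cycle genes were higher. Of the NOD-like receptor genes 12 were then higher and 1 lower, and of the immediate early genes 1 and 1, while sterol synthesis stayed at 0.

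Lists of markers of other cells, apart from the neutrophil list given above, had 0 genes past edgeR's test over all genes in the same fit. In that fit 1755 of 17440 genes had an unadjusted p below 0.05. Without FD replicate 3 as well, 1 border macrophage and 1 astrocyte gene were lower, and 1 oligodendrocyte, 1 endothelial and 1 neutrophil gene higher. Likewise 1 monocyte gene was higher without FD replicate 1, 1 neutrophil gene without FD replicate 2 and 1 sex-linked gene without MLIV replicate 3. With all 8 libraries and adjusted over the list alone, 1 border macrophage gene was lower and 1 monocyte gene higher. The lists were border macrophages (median 0.20, adjusted p 0.704), monocytes (median 0.45, adjusted p 0.197), T cells (median -0.06, adjusted p 0.750), NK cells (median -0.63, adjusted p 0.723), B cells (median -1.35, adjusted p 0.780), oligodendrocytes (median -0.84, adjusted p 0.704), neurons (median -0.43, adjusted p 0.704), astrocytes (median -0.40, adjusted p 0.750), endothelial cells (median -0.78, adjusted p 0.650), pericytes (median -1.64, adjusted p 0.207), choroid plexus and ependyma (median -1.07, adjusted p 0.296) and the sex-linked genes (median -1.16, adjusted p 0.684). Red blood cell markers summed to 1.18 to 12.5 CPM over all libraries and were not tested as a list. Astrocyte markers summed to 3151 to 3612 CPM in FD, 932 to 1459.9 in the libraries labelled WT and 1213 to 1267 in MLIV, *Slc1a3* alone having 2076 to 2902 CPM in FD. Monocyte markers summed to 92.5 to 115 CPM in MLIV, 38.8 to 50.3 in FD and 47.7 to 80.6 in the libraries labelled WT.

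Ribosomal protein genes took 0.987, 1.14 and 2.18% of counts in the libraries labelled WT, the last in the library labelled WT replicate 3, 0.893 to 1.02% in FD and 2.15 to 2.45% in MLIV. Ribosomal RNA genes took 6.71, 4.73 and 7.28% there in the same order, 4.38 to 4.69% in FD and 6.81 to 7.71% in MLIV, and whether RNA quality or depletion of ribosomal RNA sets both shares was not tested.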
